# IGF1R controls mechanosignaling in myofibroblasts required for pulmonary alveologenesis

**DOI:** 10.1172/jci.insight.144863

**Published:** 2021-03-22

**Authors:** Hua He, John Snowball, Fei Sun, Cheng-Lun Na, Jeffrey A. Whitsett

**Keywords:** Pulmonology, Organogenesis

## Abstract

Ventilation throughout life is dependent on the formation of pulmonary alveoli, which create an extensive surface area in which the close apposition of respiratory epithelium and endothelial cells of the pulmonary microvascular enables efficient gas exchange. Morphogenesis of the alveoli initiates at late gestation in humans and the early postnatal period in the mouse. Alveolar septation is directed by complex signaling interactions among multiple cell types. Here, we demonstrate that IGF1 receptor gene (*Igf1r*) expression by a subset of pulmonary fibroblasts is required for normal alveologenesis in mice. Postnatal deletion of *Igf1r* caused alveolar simplification, disrupting alveolar elastin networks and extracellular matrix without altering myofibroblast differentiation or proliferation. Moreover, loss of *Igf1r* impaired contractile properties of lung myofibroblasts and inhibited myosin light chain (MLC) phosphorylation and mechanotransductive nuclear YAP activity. Activation of p-AKT, p-MLC, and nuclear YAP in myofibroblasts was dependent on *Igf1r*. Pharmacologic activation of AKT enhanced MLC phosphorylation, increased YAP activation, and ameliorated alveolar simplification in vivo. IGF1R controls mechanosignaling in myofibroblasts required for lung alveologenesis.

## Introduction

Formation of the mammalian lung requires precisely orchestrated interactions among a diversity of endothelial, mesenchymal, and epithelial cells regulated by autocrine and paracrine signaling that controls cell proliferation, migration, and production of the extracellular matrix (ECM). Alveologenesis the final phase of lung morphogenesis; in this phase an extensive surface area is created in which endothelial and epithelial cells come into close apposition, which is necessary for efficient gas exchange after birth. Disruption of lung growth and development in the prenatal and perinatal periods results in alveolar simplification, decreasing alveolar surfaces and impairing lung function, causing bronchopulmonary dysplasia (BPD), a common respiratory disorder affecting premature infants (1, 2).

The highly branched structure of the mammalian lung is established by the process of branching morphogenesis, which is substantially completed in the embryonic period of lung development. Extensive tissue remodeling occurs in late gestation during the saccular period of lung development, creating the dilated saccules needed for ventilation after birth (3). Thereafter, alveoli are created by active cell proliferation and tissue remodeling. In the human lung, alveologenesis mainly occurs from approximately 32 weeks of gestation to ages 2–8 (4). In mice, alveoli are formed between postnatal day (P) 4 and 36 (5). Bulk generation of alveoli depends on a process termed “secondary septation,” in which subsets of fibroblasts extend to form alveolar ridges and produce elastin, ECM, and the signaling molecules that regulate mechanical forces guiding alveolar formation (6–8). A subset of mesenchymal cells, PDGFRα^+^ fibroblasts, plays a critical role in the deposition of elastin and the diverse components of the ECM produced during alveologenesis. Deletion of the murine *Pdgfa* or *Pdgfra* genes or ablation of PDGFRα^+^ fibroblasts by diphtheria toxin expression impairs alveologenesis (9–12). Although septal myofibroblasts have long been considered critical for the formation of alveoli, their specific roles in the process of lung formation, homeostasis, or repair remain relatively poorly understood (11). Recent 3D reconstruction analyses of alveolar septal support the concept the myofibroblasts form extended ridges within alveolar walls, which protrude into the alveolar spaces to form an interconnected “fish-net-like” contractile network (6, 13). The role of myofibroblast contraction in the process is supported by recent observations that the inactivation of myosin light chain kinase gene (*Mlck*) inhibited alveologenesis (14).

Myofibroblast functions are strongly influenced by diverse signaling via RTKs, including PDGFRα, RTK-like orphan receptor (ROR), and FGF receptor (FGFR) (10, 15–17). IGF signaling, activated by IGF1 and IGF2, is known to play multiple roles in the regulation of tissue growth and morphogenesis (18–20). Somatic deletion of IGF1 receptor gene (*Igf1r*) disrupted organ growth and lung architecture (21). Recent studies support the potential therapeutic roles of IGF signaling in the prevention of, noting that administration of rhIGF1 and rhIGFBP3 decreases the severity of BPD in preliminary clinical studies in preterm infants (22). However, mechanisms by which IGF1R signals mediate lung growth and morphogenesis or serve to protect the developing lung tissue from injury remain to be clarified. The findings that genetic deletion of *Igf1r* or *Igf1* caused lethal respiratory failure at birth limited the study of the potential role of IGF1R signaling in the postnatal lung (20, 21). In the present work, we produced mice in which the *Igf1r* was conditionally deleted under the control of tamoxifen-induced *Gli1-CreERT2* in a subset of lung fibroblasts (*Igf1r*^Gli1Δ*/*Δ^). Deletion of *Igf1r* in the postnatal period caused alveolar simplification, disrupted ECM deposition, and inhibited the contractile activity of myofibroblasts. IGF1R signaling was required for activation of PI3K/AKT and YAP activity. Pharmacologic activation of AKT restored YAP and p-MLC, improved alveolar simplification in *Igf1r*^Gli1Δ*/*Δ^ mice, and improved alveolar simplification in the developing mouse lung.

## Results

### Postnatal deletion of the Igf1r gene impairs alveolarization.

Constitutive deletion of the mouse *Igf1r* gene caused respiratory failure following birth (21). Since the deletion of *Igf1r* with an epithelial-specific *Nkx2-1-Cre* did not alter lung morphogenesis (23), we tested whether its conditional deletion in lung fibroblasts influenced postnatal lung formation. Single-cell RNA sequencing data available on the Lung Gene Expression Analysis (LGEA) website demonstrated that *Igf1r* coexpressed with *Gli1* and *Pdgfra* in a subset of lung fibroblasts on P1 (24) (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.144863DS1). To target these fibroblasts, we employed a *Gli1-CreERT2* mouse line to induce recombination of lox-stop-lox Rosa26-eGFP reporter after treatment with tamoxifen on P0 and P1 and demonstrated that recombination was present primarily in lung fibroblasts and was not detected in epithelial, endothelial, and hematopoietic cells; few airway and vascular smooth muscle cells were targeted (Supplemental Figure 1, B and C). Consistent with previous studies demonstrating that *Gli1-CreERT2* mediated recombination of reporter genes in lung fibroblasts (25, 26), we observed robust recombination of *Rosa26-eGFP* reporter in αSMA-stained myofibroblasts (Supplemental Figure 1D). Recombination was selectively observed in myofibroblasts identified by αSMA staining but was also present in adipocyte differentiation–related protein–stained (ADRP-stained) lipofibroblasts and rarely in PDGFRβ-stained pericytes (Supplemental Figure 1D). To identify the potential role of IGF1R signaling in postnatal lung morphogenesis, we deleted floxed *Igf1r* alleles with *Gli1-CreERT2* by the administration of tamoxifen on P0 and P1 (Figure 1A). We analyzed lung structure on P6 and P14, times corresponding to the early and late stages of septation, respectively. Quantitative PCR (qPCR) analysis demonstrated that *Igf1r* expression was markedly decreased at both developmental stages after treatment with tamoxifen (Supplemental Figure 2A). Likewise, immunofluorescence microscopy demonstrated that IGF1R staining was selectively decreased in Cre-targeted cells, suggesting efficient *Igf1r* deletion (Supplemental Figure 2B). Deletion of *Igf1r* modestly reduced BW in *Igf1r-*deleted mice on P6, weight loss was more significant on P14 (Supplemental Figure 2C). Loss of *Igf1r* caused alveolar simplification as assessed on P6 and P14 (Figure 1B). Morphometric analysis of lung sections showed significantly increased mean linear intercept (MLI) and decreased alveolar density (Figure 1C). Lung volume was significantly decreased on P14 (Figure 1D). 3D confocal immunofluorescence imaging after podoplanin (PDPN) staining demonstrated loss of alveolar septa in *Igf1r*^Gli1Δ*/*Δ^ mice (Figure 1E). Consistent with these morphologic changes, airspace volume was increased and alveolar surface area decreased on P6 and P14 (Figure 1F). Myofibroblasts are known to play important roles in alveologenesis as indicated by lung simplification and disruption of elastin deposition after cell-specific deletion of PDGFRα^+^ cells with diphtheria toxin (9). To assess whether IGF1R signaling was required for PDGFRα^+^ myofibroblast differentiation and proliferation, we introduced a *Rosa26-eGFP* allele into the mutant mice and isolated targeted cells based on GFP expression for RNA-Seq using FACS. 

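The RNA-Seq data analysed here are 5 libraries of GFP-sorted lung cells from P6, after 100 µg of tamoxifen on P0 and again on P1. There were 2 control libraries, from Gli1-CreERT2 mice with 1 floxed Igf1r allele, and 3 Igf1r-deleted libraries, from mice with 2 floxed alleles. The comparison is therefore between cells that can lose 1 copy of Igf1r and cells that can lose 2. The Rosa26-eGFP reporter is switched on by Cre, so GFP marks the cells in which Gli1-CreERT2 was active and their progeny. The paper states that both sexes and a mixed background were used, and its text does not give the sex behind each library, the number of pups per library or a sequencing batch. The authors deposited the raw number of reads counted on each of 23478 gene symbols, without normalization. The control libraries held 36134176 and 37430566 counts, and the Igf1r-deleted libraries 35978291, 37597857 and 35116766, so the groups were sequenced to similar depth. Between 17099 and 17239 genes had a count in each library. Pairs of libraries of the same genotype differed by 23.2 to 50.7 times the counting noise (chi-square per degree of freedom over genes).

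Library composition was corrected with edgeR's TMM factors (0.961 to 1.06), and levels are given as CPM, the counts of a gene scaled to a common library size. After genes with too few counts were set aside with filterByExpr, 15298 genes were tested. The deleted gene checks the genotypes. Igf1r lies on chromosome 7 of mm10 from 67952827 to 68233668 on the plus strand. Its level was 324 CPM in each control library and 140, 177 and 194 CPM in Igf1r-deleted replicates 1, 2 and 3 (mean 170 ± 27.8, SD, n = 3). The log2 fold change was −0.93 (standard error 0.14, adjusted p = 0.354 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every Igf1r-deleted library lay below both controls, and the 10 ways of splitting 5 libraries into 2 and 3 allow no permutation p below 0.1. With each library left out in turn, the log2 fold change stayed between −1.03 and −0.81. DESeq2's Wald test gave nearly the same change with a much smaller adjusted p of 1.11e-05, and over the 10 alternatives of the processing the adjusted p ran from that value to 0.404.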

Gene Set Enrichment Analysis (GSEA) revealed that the upregulated genes in *Igf1r*^Gli1Δ*/*Δ^ lungs were significantly enriched in signature genes expressed by myofibroblasts as determined by single-cell RNA-Seq analysis from the mouse lung on P3 in the LGEA database (Supplemental Figure 3). 

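The 100-gene sets of the LGEA database were not used here. Shorter marker lists, written from general knowledge, were tested in their place. Of 24 myofibroblast markers, 18 were higher in Igf1r-deleted libraries, with a median log2 fold change of 0.41 (adjusted p = 0.000172 from limma's camera with Benjamini-Hochberg adjustment over the 21 lists tested). Their summed level went the other way, with 21283 CPM in the controls and 18928 CPM in the Igf1r-deleted libraries. Of 20 markers of matrix fibroblast 1 cells and lipofibroblasts, 14 were lower (median −0.11, adjusted p = 0.0242 from the same camera test). Of 18 matrix fibroblast 2 markers, 12 were lower (median −0.10, adjusted p = 0.0306 from the same camera test). Camera was run with a preset correlation of 0.01 between the genes of a list. None of its calls held under the fry rotation test or with the correlation estimated from the data, where the smallest adjusted p of limma's tests over the lists was 0.420 and 0.522.

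The mean log2 CPM of the myofibroblast markers was 7.48 and 7.76 in the control libraries and 7.72, 8.04 and 7.98 in Igf1r-deleted replicates 1, 2 and 3, so Igf1r-deleted replicate 1 lay below control replicate 2. For 9 of the 24 markers the genotypes did not overlap. Chance gives 20% of genes in either direction, and 31.0% of all tested genes were apart in these libraries. Without control replicate 1 the median fell to 0.18, and without control replicate 2 it rose to 0.60. The matrix fibroblast 1 and lipofibroblast median was −0.19 without Igf1r-deleted replicate 1. The matrix fibroblast 2 median was −0.21 without control replicate 1 and −0.021 without Igf1r-deleted replicate 2. Acta2, which encodes αSMA, had 407 and 655 CPM in the controls and 764, 1067 and 907 CPM in the Igf1r-deleted libraries (log2 fold change 0.78, standard error 0.23, adjusted p = 0.354 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the log2 fold change was 0.47 without control replicate 1 and 1.16 without control replicate 2. Acta2 had an adjusted p of 0.0483 with DESeq2's Wald test, and over the 10 alternatives of the processing it ran from that value to 0.404. Pdgfra had overlapping levels in the genotypes (600 ± 118 CPM, SD, n = 2, against 529 ± 43.2 CPM, SD, n = 3), and its log2 fold change of −0.18 became 0.029 without control replicate 1.

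**Figure D1:**
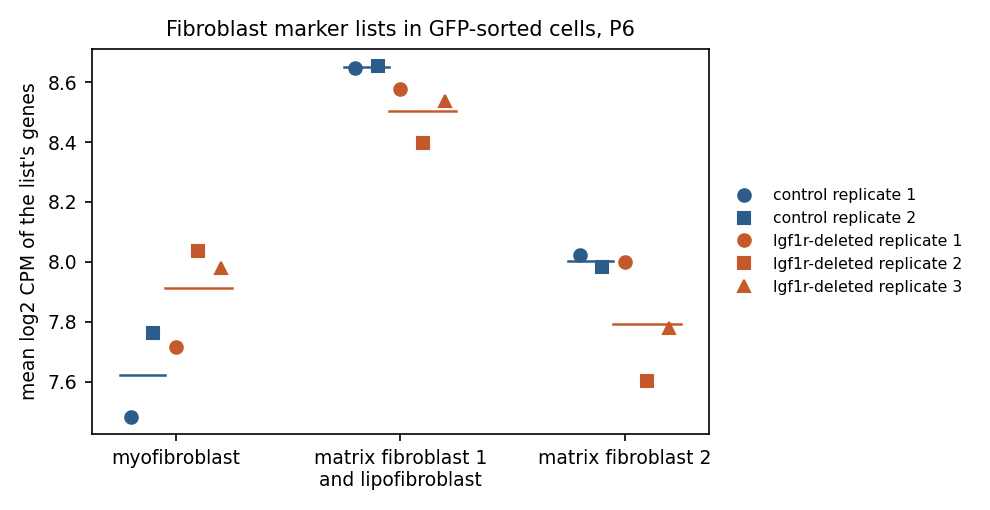
Mean log2 CPM of the genes of each fibroblast marker list (vertical axis) in every library, with a horizontal line at the mean of each genotype. The myofibroblast markers sit at 7.48 and 7.76 in the controls and between 7.72 and 8.04 in the Igf1r-deleted libraries, and the matrix fibroblast markers lie level or lower.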

FACS analysis revealed a moderate but significantly increased proportion of PDGFRα^+^ cells in the stromal population (Figure 2A). Consistent with this observation, the proportion of lipofibroblasts (ADRP^+^ cells) was decreased and that of αSMA-stained myofibroblasts increased in Rosa26-eGFP–labeled cells of the *Igf1r*^GliΔ*/*Δ^ mice (Figure 2B). The loss of Igf1r activity did not change the proliferation of PDGFRα^+^ cells as determined by quantification of KI67^+^ PDGFRα^+^ cells (Figure 2C). These findings support the concept that myofibroblast proliferation continued in the absence of *Igf1r* expression. In contrast to the relative preservation of myofibroblasts, epithelial cell proliferation, as indicated by NKX2-1 and KI67 colabeled cells, was decreased, whereas the AT1 (HOPX^+^)/AT2 (pro SP-C^+^) ratio of epithelial cells was unchanged (Supplemental Figure 4A), perhaps consistent with decreased alveolar surface area in the simplified lungs. Inhibition of septation in the *Igf1r-*deleted mice was associated with decreased staining of capillary endothelial cells located in alveolar septa (Supplemental Figure 4B).

### Deletion of Igf1r alters the expression of ECM associated genes and disrupts ECM and elastin deposition.

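The heatmap of ECM genes (Supplemental Figure 5B) shows 19 genes lower and 6 higher in Igf1r-deleted libraries. All 25 changed in the direction shown, and for all 25 the genotypes did not overlap, though the genes were chosen by the study on these libraries. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, 0 of the 25 had an adjusted p-value under 0.05, and 24 had an unadjusted p-value under 0.05. Adjusted over the list alone, 23 passed, which is not independent evidence. The lower genes had log2 fold changes from −1.72 to −0.39 and the higher genes from 0.44 to 0.74. The criterion of the study's methods, an absolute log2 fold change of at least 0.5 with p under 0.05 and a minimum level, was met by 18 of the 25. DESeq2's Wald test called 7 of the 25 at an adjusted p-value under 0.05. Control replicate 1 lay farther from the Igf1r-deleted libraries than control replicate 2 for 24 of the 25 genes.

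Fn1, which encodes fibronectin and lies on chromosome 1 of mm10 from 71585520 to 71653200, had 18488 and 16143 CPM in the controls and 15556, 9625 and 10716 CPM in the Igf1r-deleted libraries. Its log2 fold change of −0.53 (standard error 0.24) had an adjusted p of 0.409 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest fall was that of Rtn4rl2 (13.1 ± 6.98 CPM, SD, n = 2, against 3.98 ± 1.91 CPM, SD, n = 3). The largest rise was that of Spon2, from 228 ± 67.2 CPM (SD, n = 2) to 381 ± 49.9 CPM (SD, n = 3). Without control replicate 1 the log2 fold changes were −1.05 for Rtn4rl2 and 0.46 for Spon2. Col6a1 fell by 0.39 on the log2 scale.

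Lists of whole gene families were tested with camera, as for the fibroblast markers. Of 43 collagen genes 31 were lower (median log2 fold change −0.18, adjusted p = 0.0114 from limma's camera with Benjamini-Hochberg adjustment), and of 11 laminin genes 9 were lower (median −0.35, adjusted p = 0.00120 from the same camera test). The collagen median ranged from −0.27 without Igf1r-deleted replicate 1 to −0.092 without Igf1r-deleted replicate 2. Mean log2 CPM of the collagen genes was 6.02 and 5.91 in the controls and 6.07, 5.62 and 5.59 in the Igf1r-deleted libraries. Igf1r-deleted replicate 1 thus lay above both controls, and the genotypes were apart in 10 of the 43 genes. The collagen list did not pass with preranked fgsea (adjusted p = 0.0879), fry or an estimated correlation. Of 24 genes of the contractile apparatus, 9 of which are also myofibroblast markers, 23 were higher (median 0.43, adjusted p = 4.11e-10 from the same camera test). That median was 0.15 without control replicate 1 and 0.72 without control replicate 2. The 20 elastic fiber genes divided evenly, 10 lower and 10 higher (median 0.0057, adjusted p = 0.543 from the same camera test). Their median was −0.0048 with DESeq2's size factors and −0.062 without Igf1r-deleted replicate 1. Of 81 genes of ribosomal proteins, 76 were lower (median −0.38, adjusted p = 1.48e-21 from the same camera test). Their counts were low for such widely expressed genes, with a sum of 6480 CPM in the controls and 4910 CPM in the Igf1r-deleted libraries. The change is that of the reads that were counted, and reads missing from the counts were not examined. The direction of the collagen, laminin, contractile and ribosomal medians was unchanged with library totals, DESeq2's size factors or upper-quartile factors in place of TMM.

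**Figure D2:**
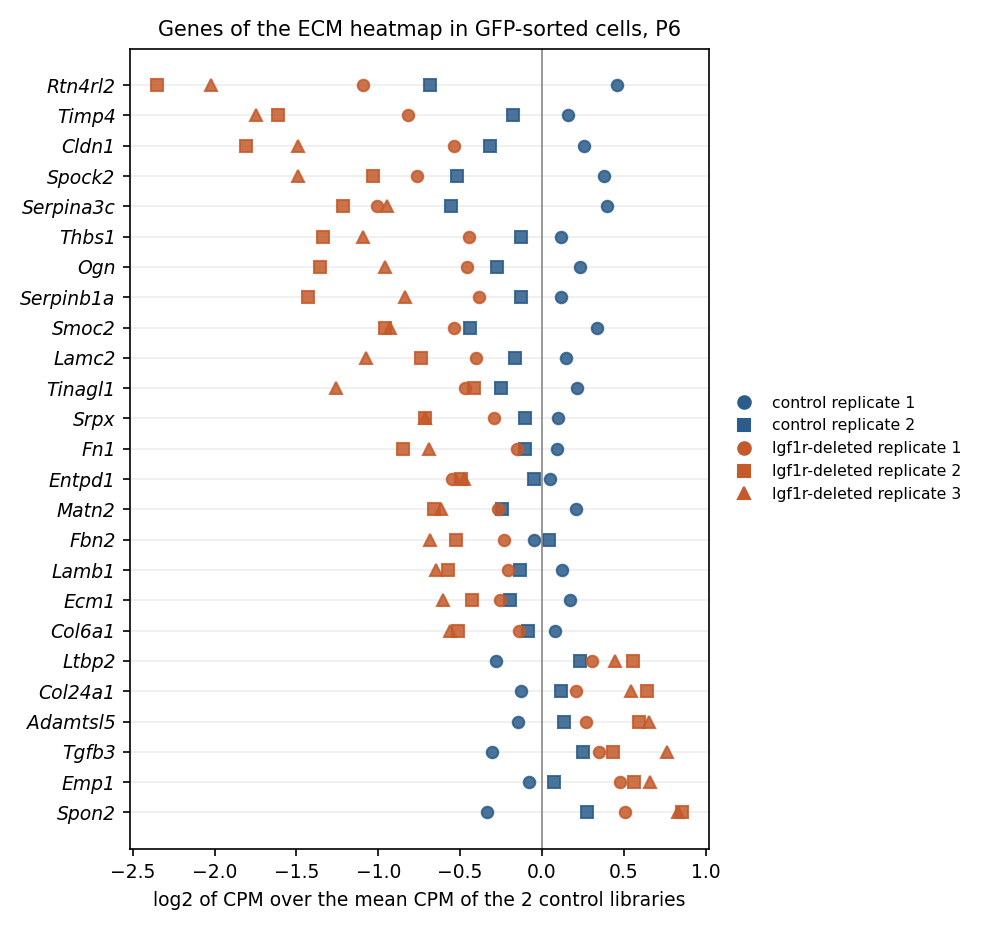
Each library's level of the 25 ECM genes, as the log2 of its CPM over the mean CPM of the 2 control libraries (horizontal axis), sorted by fold change. Blue points are controls and orange points Igf1r-deleted libraries, and in every gene all 3 orange points lie on the same side of both blue points.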

Functional enrichment analysis of RNA-Seq data from GFP-sorted lung cells from *Igf1r*^Gli1Δ*/*Δ^ mice indicated alterations in ECM gene expression associated with the assembly of collagen matrix and contractile fibers (Supplemental Figure 5, A and B). Consistent with these observations, the abundance of ECM components, including fibronectin and collagens, were decreased as assessed by immunofluorescence staining (Figure 3A). Alveologenesis is dependent on the precise deposition of ECM proteins and elastin, which changes dynamically during postnatal development (7, 12, 13). We observed marked defects in the organization of alveolar elastin fibers by 3D confocal imaging, demonstrating that the normal, highly condensed elastin fibers in the alveolar entrance rings and septal ridges were disrupted in the mutant mice, whereas elastin fibers formed abnormal bundles, at alveolar entrances (Figure 3B). Defects in elastin organization were demonstrated by the transmission electron microscope, whereas large elastin bundles were seen in alveolar septa of control mice; only scattered elastin fibers were seen in lungs from *Igf1r*^Gli1Δ*/*Δ^ mice (Figure 3C). Consistent with those findings, expression of genes encoding microfibers, microfibrils, and lysyl oxidases was decreased, all proteins of which are important for elastin fiber and matrix assembly (Supplemental Figure 6). Since myofibroblasts are both contractile and a major source of ECM components, we assessed the organization of myofibroblasts by staining for αSMA. Similar to the patterns of elastin staining, intense αSMA staining formed a fish-net like pattern at alveolar entrances in controls but was diffuse in lung mesenchyme of *Igf1r*^Gli1Δ*/*Δ^ mice (Figure 3D). The shape of GFP-labeled fibroblasts was altered in the *Igf1r* gene-deleted mice, a finding supported by a significant change in “cell shape factor” (Supplemental Figure 7, A and B). Taken together, expression of *Igf1r* in *Gli1* expressing mesenchymal cells plays a critical role in the production and organization of ECM and influences myofibroblast morphology during alveologenesis.

### Igf1r controls myosin-dependent mechanosignaling in lung myofibroblasts.

Myofibroblast contractility mediated by MLC phosphorylation was recently linked to alveologenesis (14). Because IGF1 signaling is known to mediate the cytoskeletal contractility of multiple cell types (27–30), we tested whether IGF1R signaling influenced the mechanical properties of lung fibroblasts. RNA-Seq data showed that expression of several genes involved in the regulation of cell contraction was altered after deletion of *Igf1r*, including genes encoding regulatory components of G protein–coupled receptor signaling, regulators of intracellular calcium homeostasis and phosphatases (Supplemental Figure 5C). 

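Of the 15 genes in the heatmap of cell contraction genes (Supplemental Figure 5C), 10 are shown lower and 5 higher in Igf1r-deleted libraries, and all 15 changed in that direction without overlap between the genotypes. The study picked these genes on the same libraries. All 15 met the study's criterion and all 15 passed when adjusted over the list alone. Over all genes tested, 0 of the 15 had an adjusted p-value under 0.05 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (range 0.354 to 0.398), against 15 with an unadjusted p-value under 0.05. DESeq2's Wald test called 8 of them.

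Among the receptors and regulators of G protein–coupled receptor signaling, Gprc6a fell from 8.05 ± 1.04 CPM (SD, n = 2) to 2.71 ± 1.12 CPM (SD, n = 3), a log2 fold change of −1.57 (standard error 0.35). Chrm2 fell by 0.73 on the log2 scale. Avpr1a had 7.75 and 4.15 CPM in the controls and 2.69, 2.39 and 2.45 CPM in the Igf1r-deleted libraries, and its log2 fold change of −1.24 was −0.73 without control replicate 1 and −1.64 without control replicate 2. Gna14, which encodes a G protein α subunit, rose from 4.56 ± 0.234 CPM (SD, n = 2) to 8.53 ± 1.16 CPM (SD, n = 3), and Pde4b, a cAMP phosphodiesterase, from 87.1 ± 9.73 CPM (SD, n = 2) to 157 ± 35.5 CPM (SD, n = 3). Reads of Atp1b1 are less certain, because 18.7% of its exon length overlaps Nme7 on the opposite strand and the counting is not stated to use strand.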

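Ppp1r12b lies on chromosome 1 of mm10 from 134754658 to 134955942 on the minus strand. Its level was 20.6 and 24.1 CPM in the control libraries and 26.7, 37.7 and 42.1 CPM in Igf1r-deleted replicates 1, 2 and 3. The log2 fold change was 0.67 (standard error 0.20, adjusted p = 0.354 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 Igf1r-deleted libraries lay above both controls. With each library left out in turn the log2 fold change ranged from 0.52 to 0.83. It kept its direction under all 10 alternatives of the processing, with adjusted p-values from 0.105 to 0.405.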

Of interest *Ppp1r12b*, encoding myosin light chain (MLC) phosphatase targeting subunit 2, was increased in *Igf1r*^Gli1Δ*/*Δ^ mice (Supplemental Figure 5C). These findings support the concept that Igf1r signaling may influence MLC phosphorylation controlling myofibroblast contractility. 

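Mylk, which encodes the MLC kinase that acts against this phosphatase, had 1431 and 1752 CPM in the control libraries and 1825, 1779 and 1824 CPM in the Igf1r-deleted libraries (log2 fold change 0.19, standard error 0.13, adjusted p = 0.580 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 Igf1r-deleted libraries lay above both controls, but the means differed by less than the controls did from each other. The log2 fold change was 0.041 without control replicate 1 and 0.33 without control replicate 2. From the altered contraction genes, with the phosphatase subunit gene higher, the paper proposes that IGF1R signaling may influence MLC phosphorylation.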

Western blot analysis demonstrated decreased MLC phosphorylation in lung homogenates of the *Igf1r-*deficient mice (Figure 4A). Likewise, immunofluorescence staining demonstrated decreased p-MLC staining in the septal walls of *Igf1r-*targeted mice (Figure 4B). Because stromal cells are able to contract ECM (31), we tested the mechanical properties of myofibroblasts in the *Igf1r-*deficient myofibroblasts. PDGFRα^+^ cells were sorted on P6, and their ability to contract collagen gels in vitro was tested. Contraction of the gel by myofibroblasts from *Igf1r*^Gli1Δ*/*Δ^ mice was significantly impaired (Figure 4C). Since the Hippo/YAP pathway is known to play an important role in mechanical sensing and force production during tissue morphogenesis and repair (32, 33), we tested whether YAP activity was altered in the mutant mice. Western blot of the lung homogenates demonstrated that both YAP expression and the YAP/p-YAP ratio were significantly decreased in *Igf1r*^Gli1Δ*/*Δ^ mice (Figure 4D). Although strong and widespread nuclear YAP staining was observed in myofibroblasts from control lungs, many myofibroblasts in *Igf1r*^Gli1Δ*/*Δ^ lungs showed weak or no nuclear staining (Figure 4E). Quantitative studies demonstrated decreased nuclear staining of YAP in myofibroblasts from the mutant mice (Figure 4E). Consistent with decreased YAP activity, *Thbs1, Ctgf,* and *Cyr61* mRNAs, known transcriptional targets of YAP, were decreased in *Igf1r-*deficient mice on P6 (Figure 4F). Thus, IGF1R signaling regulates mechanosignaling, which involves myosin phosphorylation and YAP activation in lung myofibroblasts during the perinatal period of alveologenesis.

### IGF1R deletion inhibits AKT signaling in fibroblasts

Since *Igf1r* is known to regulate a diversity of protein kinases, we sought to identify potential signaling pathways altered in the *Igf1r*^Gli1Δ*/*Δ^ mice. 

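The libraries behind this comparison are those of GFP-sorted cells at P6. The heatmap of PI3K/AKT genes (Figure 5B) shows Igf1r, Pik3r1, Irs2, Ipmk, Il6ra, Foxo3, Thbs1, Igf2, Syk, Efna1 and Igfbp3 lower in Igf1r-deleted libraries, and Pik3r3 and Magi1 higher. All 13 changed in the direction shown, with no overlap between the genotypes. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, 0 of the 13 had an adjusted p-value under 0.05 (range 0.354 to 0.400), and 13 had an unadjusted p-value under 0.05. Adjusted over the list alone all 13 passed, but the study chose the genes on these libraries, so this is not independent evidence. DESeq2's Wald test called 8 of the 13. The study's criterion was met by 12. The exception was Efna1, with a log2 fold change of −0.49.

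Pik3r1, which encodes the regulatory subunit p85α of PI3K, had 409 and 277 CPM in the controls and 206, 191 and 199 CPM in the Igf1r-deleted libraries (log2 fold change −0.79, standard error 0.16). Irs2, an adaptor between IGF1R and PI3K, had 585 and 387 CPM against 297, 245 and 276 CPM (log2 fold change −0.83, standard error 0.18). Both genes are also members of a list of glucocorticoid-induced genes. Control replicate 1 lay farther from the Igf1r-deleted libraries than control replicate 2 for 12 of the 13 genes. Foxo3 fell from 159 ± 47.8 CPM (SD, n = 2) to 96.1 ± 4.53 CPM (SD, n = 3). Thbs1 had a log2 fold change of −0.91 (standard error 0.26) and Igfbp3 of −0.93 (standard error 0.27). Without control replicate 1 the log2 fold changes came closer to 0, at −0.49 for Pik3r1, −0.51 for Irs2, −0.38 for Foxo3, −0.48 for Igfbp3, −0.55 for Il6ra and 0.23 for Pik3r3. Magi1 rose from 33.8 ± 5.53 CPM (SD, n = 2) to 50.2 ± 9.16 CPM (SD, n = 3). Igf2 had 377 and 408 CPM in the controls and 350, 143 and 145 CPM in the Igf1r-deleted libraries, so Igf1r-deleted replicate 1 was near the controls. Without it the log2 fold change of Igf2 was −1.45, and Igf2 was then the only one of the 13 with an adjusted p-value under 0.05 (0.0310 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 10 alternatives of the processing the adjusted p of Igf2 ran from 0.237 to 0.505. The values of Igf2 and Pik3r3 are uncertain, because 64.5% of the exon length of Igf2 overlaps the annotated genes Gm49394 and Igf2os, and 24.3% of that of Pik3r3 overlaps Gm49337. The pathway enrichment itself was not repeated, since no KEGG annotation was used here.

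**Figure D3:**
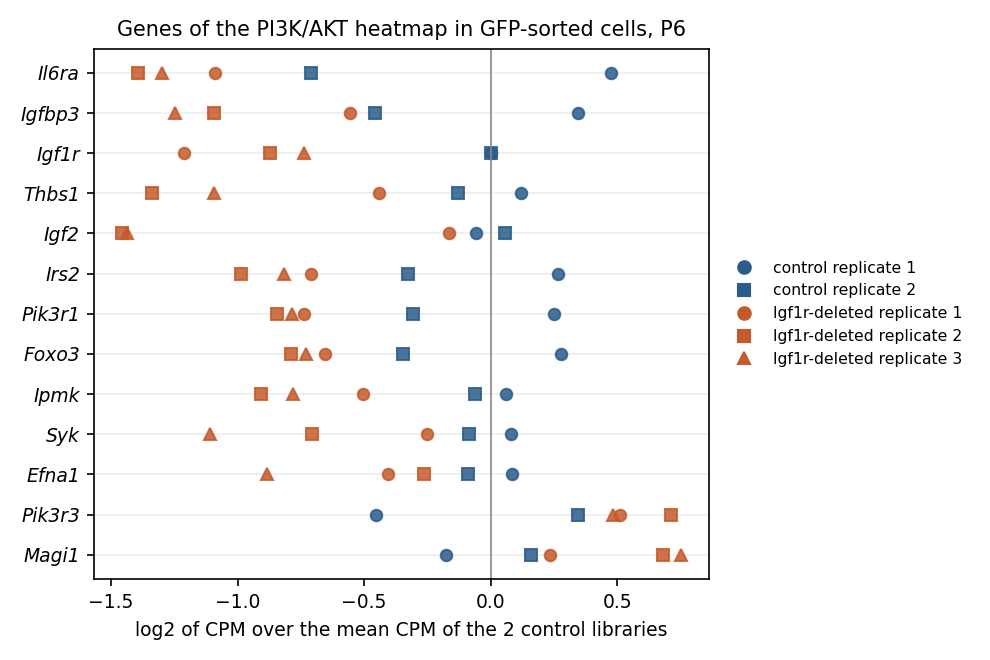
Each library's level of the 13 PI3K/AKT genes, as the log2 of its CPM over the mean CPM of the 2 control libraries (horizontal axis), sorted by fold change. Blue points are controls and orange points Igf1r-deleted libraries, with 11 genes lower and 2 higher in all 3 Igf1r-deleted libraries than in either control.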

Kyoto Encyclopedia of Genes and Genomics (KEGG) pathway functional enrichment analysis of the mRNAs altered in PDGFRα^+^ fibroblasts identified the PI3K/AKT and MAPK signaling pathways as most influenced by the loss of *Igf1r* (Figure 5, A and B). Confocal immunofluorescence microscopy identified decreased p-AKT staining in Rosa26-eGFP–labeled mesenchymal cells in *Igf1r*^Gli1Δ*/*Δ^ lungs on P6 and P14 (Figure 5C). These findings were supported by decreased p-Akt identified by Western blotting of lung homogenates (Figure 5D). In contrast to the loss of p-AKT, immunofluorescence and Western blot did not reveal changes of p-ERK in lungs of *Igf1r* gene–targeted mice (Supplemental Figure 8, A and B).

### Pharmacologic activation of AKT partially restored alveologenesis, myofibroblast MLC phosphorylation, and YAP activity

Recently, it was reported that AKT signaling integrates the mechanical and cell polarity cues to regulate YAP activity in *Drosophila* and mouse skin models (34). To test whether activation of AKT activity restored alveologenesis, we treated the pups with SC79, a selective activator of AKT (35). SC79 was given at a dose of 20 mg/kg every other day from P3 to P7 (Figure 6A). Mice did not exhibit systemic toxicity as previously reported (35). SC79 activated AKT within 48 hours of treatment in WT animals and induced MLC phosphorylation and YAP as determined by Western blot (Supplemental Figure 9A). AKT activator–treated *Igf1r*^Gli1Δ*/*Δ^ mice exhibited reduced MLI and increased alveolar density compared with mutant treated with vehicle control (Figure 6, B and C), which was accompanied by the improved structure of elastin networks (Figure 6D). Activation of AKT in myofibroblasts from *Igf1r*^Gli1Δ*/*Δ^ mice was confirmed by αSMA and p-AKT costaining (Supplemental Figure 9B). Consistent with the restoration of AKT activity, nuclear YAP and p-MLC were increased in myofibroblasts in *Igf1r*^Gli1Δ*/*Δ^ lungs (Figure 6, E and F). Taken together, present findings demonstrate that *Igf1r* expression in lung mesenchymal cells is required for normal postnatal alveologenesis in a process mediated, at least in part, by the activation of AKT, which regulates mechanosignaling depending on MLC phosphorylation, and YAP to maintain the normal function of lung myofibroblasts during this critical period of lung formation.

## Discussion

Formation of the extensive alveolar surfaces available for gas exchange in the mature lung depends on an orderly process of branching morphogenesis, sacculation, and alveologenesis. Each phase of lung development depends on precise mesenchymal-epithelial interactions that control cell proliferation, migration, and differentiation. Present findings demonstrate that postnatal alveolarization is dependent on IGF1R signaling in a subset of *Gli1* expressing mesenchymal cells. IGF1R was required for the alveolar septal formation and normal production and organization of elastin, ECM, and the contractile activity of myofibroblasts. IGF1R signaling was required for AKT phosphorylation, YAP activation, and MLC phosphorylation in myofibroblasts. Conditional deletion of *Igf1r* in myofibroblasts in the early postnatal period causes alveolar simplification that was ameliorated, in part, by activation of AKT, which restored both nuclear YAP and MLC phosphorylation in septal myofibroblasts. Present findings provide new insights into mechanisms by which growth factor signaling is linked to mechanical force generation required for postnatal lung alveologenesis.

Recent studies support a link between IGF signaling in BPD. Serum IGF1 concentrations are decreased in preterm infants and associated with the severity of BPD (36, 37). Studies in mice (38) and a recent phase 2 clinical trial (22) indicated that treatment with recombinant rhIGF1 and rhIGFBP3 improved pulmonary function, and the incidence of BPD in initial clinical studies. Although we mainly focused on the role of mesenchymal *Igf1r* signaling in the setting of postnatal lung morphogenesis, interruption of perinatal alveolar development also causes lack of reserve lung capacity that may lead to lifelong susceptibility to lung diseases, such as chronic obstructive pulmonary disease and pulmonary hypertension, indicating the potential clinical importance of IGF1R-controlled alveologenesis (39). Importantly, present findings that IGF1R signaling is required for postnatal alveologenesis support the development of potential for therapies related to the activation of IGF1R or signaling through AKT, MLC phosphorylation, or YAP.

The important role of the IGF signaling axis in fetal lung formation is supported by marked growth retardation caused by loss of *Igf1* or *Igf1r*. Deletion of either gene inhibited organ size and caused perinatal lethality in mice (19). Although IGF1 and IGF2 are primarily produced by the liver (40), both ligands and *Igf1r* are expressed in the developing lung, with *Igf1r* broadly expressed in lung mesenchymal and epithelial cells (LGEA database, https://research.cchmc.org/pbge/lunggens/mainportal.html) (24). *Igf1* and *Igf2* are expressed locally, primarily by lung matrix myofibroblasts and smooth muscle cells during the perinatal period of alveologenesis (24). Pharmacologic inhibition of IGF signaling, with a truncated IGF1R, inhibited secondary crest formation in the developing rat lung and inhibited cell proliferation (41). Present findings demonstrated that inhibitory effects on alveolarization are mediated by loss of IGF1R signaling in a subset of *Gli1* expressing lung mesenchymal cells. *Igf1r* was required for the deposition of elastin, ECM and activation of MLC phosphorylation. These findings contrast with the lack of effects of *Igf1r* gene deletion in lung epithelial cells on alveologenesis (23). Although IGF signaling is known to play a role in cell proliferation, deletion of *Igf1r* in the present study did not alter proliferation of PDGFRa expressing myofibroblasts, but did suppress proliferation of alveolar epithelial cells, perhaps consistent with the overall loss of alveolar surface area in the simplified lungs of the *Igf1r*^Gli1Δ*/*Δ^ mice.

Deletion of *Igf1r* caused lung simplification associated with inhibition of p-MLC, a mediator of mechanical force transduction in myofibroblasts and smooth muscle cells. The importance of mechanical force in fetal organogenesis is supported by recent findings that RhoA/ROCK/p-MLC activity was required for branching morphogenesis in the embryonic lung mediated by noncanonical Wnt signaling (42). Loss of p-MLC in the *Igf1r*^Gli1Δ*/*Δ^ mice was associated with decreased YAP protein and decreased canonical YAP target gene expression, e.g., *Cyr61* and *Ctgf*. The decrease in YAP activity seen after deletion of *Igf1r* is similar to findings in *Mlck-*deficient cells (14), with both studies linking YAP activation in myofibroblasts to alveologenesis. The Hippo/YAP pathway regulates diverse cellular activities, including cell proliferation, migration, and organ size, mediated in part by its role in converting mechanical cues to cell signaling activities. YAP and RhoA/ROCK influencing each other’s activity and regulate p-MLC dependent cell mechanics (32, 43, 44). Thus, the present study supports the concept that YAP and MLC interact in a shared pathway to regulate myofibroblast contractility downstream of IGF1R signaling.

Present RNA-Seq analysis of sorted fibroblasts from *Igf1r-*deleted mice detected changes of genes associated with intracellular calcium homeostasis, which is linked to the activation of MLCK (45). 

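Slc8a3, which encodes a sodium/calcium exchanger, had 7.75 and 16.4 CPM in the control libraries and 18.9, 35.7 and 42.1 CPM in Igf1r-deleted replicates 1, 2 and 3 (log2 fold change 1.42, standard error 0.41, adjusted p = 0.354 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its fold change depended on the library left out, from 0.97 to 2.05 on the log2 scale. Atp2a3, which encodes a calcium pump of the sarcoplasmic and endoplasmic reticulum, had 36.7 and 40.5 CPM in the controls and 29.2, 23.9 and 10.5 CPM in the Igf1r-deleted libraries (log2 fold change −0.86, standard error 0.36, adjusted p = 0.398 from the same edgeR test). Of the other genes of ion homeostasis in the heatmap, the potassium channel gene Kcnk3 rose from 132 ± 32.8 CPM (SD, n = 2) to 219 ± 27.1 CPM (SD, n = 3), and Atp1b1, a subunit of the sodium/potassium pump, fell from 49.6 ± 10.1 CPM (SD, n = 2) to 31.6 ± 3.46 CPM (SD, n = 3). The log2 fold change of Atp2a3 was −0.54 without Igf1r-deleted replicate 3. That of Atp1b1, whose exons overlap Nme7, was −0.65, and −0.43 without control replicate 1.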

The upregulated myofibroblast gene signature in bulk RNA-Seq may reflect the increased myofibroblast cell proportion in mesenchyme, the retained αSMA expression in these cells of *Igf1r*^Gli1Δ*/*Δ^ lungs suggests that IGF1R controls contractility of these cells independently of myofibroblast identity. The preserved αSMA expression in *Mlck* mutant lungs supports this notion (14). Relationships among muscle contraction, calcium homeostasis, AKT, and IGF1R were previously demonstrated in the muscle system (46–48). Consistent with previous findings that AKT activity regulates contractility of lung fibroblasts (49), present data support close relationships among *Igf1r*, myofibroblast contractility, p-AKT, YAP, and alveologenesis. Cell culture studies demonstrated that growth factors, including IGF1, insulin, and VEGF, enhance nuclear YAP localization via AKT signaling (34, 50). Since Hippo kinase activity is dependent on changes of cytoskeleton (51), it is possible that YAP activity in lung myofibroblasts is downstream of MLC phosphorylation. Importantly, although the S127 p-YAP/YAP ratio was decreased in *Igf1r*^Gli1Δ*/*Δ^ lungs (Figure 4D), the decreased level of total protein suggest that other mechanisms might also be involved in regulation of YAP by IGF1R, as there are other protein modifications mediating YAP/TAZ protein stability (52, 53). The finding that pharmacologic activation of AKT restored p-MLC, nuclear YAP and partially restored alveologenesis in *Igf1r-*deficient mice provide support for the role of an integrated mechanosignaling network activated by IGF1R that influences alveolar septation. One of the limitations of the present study is that the systemic administration of AKT activator led to its broad activation in the lung. Although significant Akt activation and its downstream effects were observed in myofibroblasts, Akt activity on other alveolar cells may contribute to the concept of improvement in lung structure after treatment with SC79. In support of this, a recent study demonstrated that AKT activation enhanced migration and repair of airway epithelial cells (54).

In addition to IGF1R, a number of RTKs, e.g., PDGFRα and FGFR3-4, are expressed in subsets of lung mesenchymal cells and are known to play roles in the regulation of myofibroblast activity. Activation of PDGFα and FGFR signaling is known to regulate elastogenesis (10, 17) and both activate cellular processes via PI3K/AKT (55, 56). Recent findings that *Vangl2* regulates AKT activity during alveologenesis and is activated by noncanonical Wnt signaling support the concept that myofibroblast activity is mediated through the orchestration of IGF1R and other RTK signaling and the noncanonical Wnt/PCP pathways (16). How these signals are precisely controlled to direct alveologenesis remains to be determined.

In summary, our data demonstrate that IGF1R signaling in lung fibroblasts plays an important role in the regulation of the contractile properties of myofibroblasts, in part regulated by a pathway, which includes p-MLC, p-AKT, and YAP, providing new mechanistic insight integrating growth factor signaling, mechanical force generation, and alveologenesis in the postnatal lung. Present findings support the concept that activation of IGF1R and AKT signaling represents a potential strategy to maintain or restore defects in alveologenesis in preterm infants at risk for the complications of BPD after birth.

## Methods

### Mice.

Mice carrying *Igf1r*^fl^, *Gli1*-*CreERT2*, and *Rosa26*-*eGFP* have been previously described (57–59) and were interbred to generate conditional knockouts that have an *Igf1r*^fl/fl^ *Gli1*-*CreERT2* genotype. Since *Igf1r^fl/+^ Gli1-CreER* heterozygotes are identical to *Igf1r^fl/fl^* mice, and did not exhibit any phenotype, littermate mice with both genotypes were used as controls. For experiments in which the *Rosa-eGFP* reporter was used, heterozygotes were used as controls. To induce Cre activity, 100 μg tamoxifen (10540-29-1, MP Biomedicals) dissolved in corn oil (5 mg/mL) was injected in both controls and mutants via i.p. on P0 and P1. SC79 or vehicle (5% DMSO + 95% corn oil) was administrated i.p. every other day from P3 to P7 at a dose of 20 mg/kg. All mice were maintained on a mixed background, and both sexes were used in the study.

### Histology, morphometrics, and immunofluorescence analysis.

Lungs were harvested at indicated time points and were gravity inflated with 4% paraformaldehyde in PBS at a 20 cm H_2_O pressure and maintained at 4°C overnight. Tissues were then dehydrated through a series of ethanol and xylene and embedded in paraffin. For morphological analysis, paraffin sections (5 μm thickness) from multiple litters were rehydrated, then stained with H&E. Images were taken on a Nikon Eclipse Ti2 microscope. MLI was calculated as previously described (60). Lung sections were placed under 12 × 10 grid lines, and lines across large blood vessels and major airways were excluded from the study. The number of intercepts between alveolar walls and grid lines was counted, and MLI was calculated using the equation: MLI = total line length/total number of intercepts. Alveolar density was determined by counting alveolar openings in multiple 232.6 × 232.6 μm^2^ frames in the lung parenchyma using paired parallel consecutive histological sections (5 μm thickness) as previously described in detail (61–63); 6–10 random views from multiple lobes and multiple section stages of each lung were used for morphometric quantifications. All analyses were done in FIJI software. Lung volume was measured using the method of water displacement as previously described (61).

For immunofluorescence staining, paraffin sections (5 μm thickness) were rehydrated and placed in Tris-EDTA (pH 9.0) for antigen retrieval using a microwave. Sections were incubated with primary antibodies overnight at 4°C and washed with PBS-Triton X100 (0.3%) 3 times on the following day. Samples were incubated with secondary antibodies at room temperature for 1 hour. After a series of washing with PBS-Triton X100, sections were mounted in the Prolong-Gold mounting media (Thermo Fisher). For protein requiring signal amplification, a Tyramide Signal Amplification (TSA) kit (Perkin Elmer) was used. After washing to remove the unbound primary antibodies, sections were incubated with biotinylated secondary antibodies (Vector Labs), followed by incubation with streptavidin-HRP followed by TSA. A full list of antibody sources and dilutions is shown in Supplemental Table 1. Sections were imaged on Nikon A1R confocal microscopes under identical laser exposures to compare control and mutant lungs. Nuclear staining for KI67 and YAP were counted manually using the “Cell counter” plugin in Fiji software. DAPI circled by αSMA or PDGFRα staining were identified as fibroblast nuclei. For αSMA-stained sections, airway and vascular smooth muscle cells were identified by their anatomical location and were excluded from counting; 5–8 random microscopic views from multiple lobes were acquired and counted for each sample.

3D imaging of tropoelastin, αSMA, and PDPN was performed following a whole-mount staining protocol previously published (64). *Z*-stacks (50 μm) were collected using Nikon A1R confocal microscopes. Images were reconstructed with the maximum intensity projection method using FIJI software. The airspace volume and alveolar surface areas were determined based on the surface rendering of 3D-reconstructed PDPN-stained *Z*-stacks using Imaris software (Bitplane) with default settings. For quantification of “cell shape factor,” 10 μm-thick *Z*-stacks of Rosa26-eGFP signaling were reconstructed with maximum intensity projection, lengths of major axis and minor axis of the best-fitting ellipse for each cell were automatically measured using the Cell profiler 3.0 software (65). Projections of fibroblast were identified by the “IdentifyPrimaryObjects” module: first, a size filter was set at 30–100 pixels to exclude debris, and large clumps and objects touching the border of image were discarded; second, a global 2-classes thresholding with “Otsu” method was applied, threshold smoothing scale was set at 1.9 and threshold correction factor was set at 0.5; third, cell segmentation was done based on “Shape” algorithm, and dividing lines were drawn based on “Intensity” algorithm; fourth, major axis and minor axis lengths of each cell were retrieved using the “MeasureObjectSizeShape” module, and cell shape factor for each cell was calculated. At least 100 cells were analyzed for each sample. The pipeline can be found at GitHub repository: https://github.com/hehua860/pipelines

### Transmission electron microscopy.

Lungs were gravity inflation–fixed with 2% paraformaldehyde, 2% glutaraldehyde, and 0.1% calcium chloride in 0.1 M sodium cacodylate buffer, pH 7.2, followed by immersion fixation with fresh fixative at 4°C overnight. Lung lobes were cut into 1–2 mm blocks and processed for transmission electron microscopy as previously described (66). Images were digitally acquired by an H-7650 transmission electron microscope (Hitachi High Technologies) equipped with a CCD camera (Advanced Microscopy Techniques) at 80 kV.

### FACS and magnetic-activated cell sorting.

Lungs were minced into 1 mm^3^ pieces and incubated with Liberase TM (Roche, 50 μg/mL) and Dnase I (MilliporeSigma, 100 μg/mL) at 37°C for 30 minutes. Tissues were transferred to C-tubes (Miltenyi) and dissociated with a gentle magnetic-activated cell sorting (MACS) dissociator (Miltenyi). Cell suspensions were passed through a 40 μm cell strainer. Cells were subjected to RBC lysis buffer (BioLegend) to remove erythrocytes, and incubated with FcR block (BioLegend, 101319, clone 93, 1:200) on ice for 30 minutes. Cells were then incubated with CD140a (Pdgfrα)-PE (eBioscience, 12-1401-81, clone APA5, 1:200), CD45 -APC-eFluor 780 (eBioscience, 47-0451-82, clone 30-F11, 1:200), CD31-APC (BioLegend, 102509, clone MEC13.3, 1:200), and CD326 (epCAM)-PE-cy7 (eBioscience, 25-5791-80, clone G8.8, 1:200) on ice for 1 hour. Cells were washed with staining buffer, and DAPI was used to exclude dead cells. Data were acquired on a LSR II system (BD Bioscience). FACS sorting of Rosa26-eGFP^+^ cells from single cell suspensions was conducted on a MoFlo XDP system (Beckman Coulter) using a 70 μm nozzle. FlowJo software was used for data analysis (Tree Star Inc.). All flow cytometric data were acquired using equipment maintained by the Research Flow Cytometry Core in the Division of Rheumatology at Cincinnati Children’s Hospital Medical Center. For sorting of PDGFRα^+^ cells, MACS was performed. Single cell suspensions were made as previously described. Cells were incubated with FcR block (Miltenyi, 130-059-901, 1:10) at 4°C for 10 minutes, followed by incubation with CD140a (Pdgfrα) microbeads (Miltenyi, 130-101-502, 1:10) at 4°C for 15 minutes. Cells were washed, resuspended, and passed through a positive selection of LS columns (Miltenyi, 130-042-401) placed on a magnetic field. PDGFRα^+^ cells were then collected in MACS separation buffer (Miltenyi, 130-091-221) for study.

### qPCR and RNA sequencing.

RNA samples were isolated using the RNeasy Mini plus kit (Qiagen) according to the manufacturer’s specification. For qPCR analysis, whole-lung RNA samples were isolated, and first-strand cDNA was synthesized using the iScript Reverse Transcription Supermix (Bio-Rad). Gene expression was normalized to *Gapdh* expression. Taqman Primers are listed in Supplemental Table 2. RNA-Seq was conducted by Genewiz. Sequencing libraries were prepared with the NEBNext Ultra RNA Library Prep Kit (New England Biolabs). Fastq files were processed by Trimgalore and aligned to the mouse genome mm10 using Bowtie2 (67). 

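The count table names genes by symbol, and the annotation version behind the counts is not named in the paper's text. In GENCODE M21, an annotation of mm10, 22114 of the 23478 symbols were found directly and 1011 through an older symbol, and 353 had no match. Bowtie2 aligns reads without gaps for introns, so reads across exon junctions can be lost when a genome is the reference, and a read that matches several places is given to 1 place or dropped according to settings that the paper's text does not give. Such losses were not tested here. FPKM values were not used here. Exon lengths from the annotation were available for 15164 of the 15298 tested genes. They were used to repeat the expression criterion and, with GC content, to remove a trend from the fold changes of the gene lists.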

Raw gene counts were obtained using Bioconductor’s Genomic Alignment, and normalized FPKM values were generated using Cufflinks (68, 69). 

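With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on these raw counts, 0 of the 15298 tested genes had an adjusted p-value under 0.05, and the smallest was 0.306. At an unadjusted p-value under 0.05 there were 1897 genes, 1032 lower and 865 higher in Igf1r-deleted libraries, where chance would give about 765 on average. The genotypes did not overlap in 4737 genes, or 31.0%, against 20% expected by chance for 2 libraries against 3. Genes vary together between libraries, so neither average shows how far chance can reach. The other splits of the libraries into 2 and 3 gave from 182 to 3085 genes under the same threshold. Only the split of Igf1r-deleted replicates 2 and 3 from the rest, with 3085, exceeded the real one. DESeq2's Wald test, a later version of the authors' tool, called 199 genes (143 lower, 56 higher). Simulated counts had the means and library sizes of these data, with 200 genes changed by 2 on the log2 scale and 15033 genes tested. The edgeR test recovered 199 with 22 false calls and DESeq2 199 with 50 false calls. Simulated genes varied independently, and every heatmap gene changed by less than 2 in the data. The recovery therefore does not show what the edgeR test would find among smaller changes. The number of calls depended on single libraries. Without Igf1r-deleted replicate 1, 5 genes were called by edgeR (Coro1a, Dnajb1, Hspa1a, Hspa1b and Igf2), and without Igf1r-deleted replicate 2, 4 were called, all Y-linked (Ddx3y, Eif2s3y, Kdm5d and Uty). Apart from Igf2, these genes are named after their values were seen. Of the 31-base sequences of Hspa1a, 70.1% occur in other genes, chiefly Hspa1b, so the reads of these neighbors can be exchanged.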

Differential expression analysis was conducted on raw counts using DeSeq (70). 

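The text does not say whether the p-value of the criterion was adjusted. With an unadjusted p-value and CPM over 1 in place of FPKM, 892 genes met the criterion, 562 lower and 330 higher in Igf1r-deleted libraries. In 811 of them the genotypes did not overlap. The criterion was also met by 352 genes that had not been changed in the simulated counts, where genes varied independently. With FPKM over 1 computed from exon lengths 713 genes met it, and with DESeq2's Wald test 998. Without Igf1r-deleted replicate 1 the number rose to 1717, and without Igf1r-deleted replicate 2 it was 603. The balance of directions depended on the scaling. With library totals in place of TMM factors, 440 genes were lower and 533 higher.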

Gene Ontology and KEGG pathway enrichment analysis was performed using clusterProfiler (71) on differentially expressed genes (absolute log_2_ fold change ≥ 0.5, *P <* 0.05 and FPKM>1 in at least one-half of the replicates in one of conditions). Heatmaps were constructed using Heatmapper (http://www.heatmapper.ca/). For GSEA, custom “Matrix fibroblast-1,” “Matrix fibroblast-2,” and “myofibroblast gene set” that consist of the top 100 genes enriched in each cell type were created from the P3 single cell RNA-Seq data in the database (https://research.cchmc.org/pbge/lunggens/mainportal.html). RNA-Seq data are available from the Gene Expression Omnibus database (GSE158451).

### Collagen gel contraction assay.

MACS-sorted PDGFRα^+^ cells from P6 lungs were counted and embedded in rat collagen I (R&D, 1 mg/mL) at 10,0000/well in 24-well plates. The collagen gels were incubated at 37°C for 20 minutes and transferred into 12-well plates with 1 mL DMEM/10% FBS (Gibco) medium. The pictures of gels were taken using ChemiDoc imaging system (Bio-Rad) every 24 hours. Areas of collagen gels from day 5 of culture were measured using FIJI software and compared with those from day 0.

### Western blot.

Lungs were dissected and homogenized in RIPA lysis buffer (Thermo Fisher) supplemented with protease and phosphatase inhibitors (Roche). Denatured protein samples (50 μg) were loaded onto each well of NuPage 4%–12% Bis-Tris gel (Thermo Fisher). Proteins were then transferred onto PVDF membranes and incubated with primary antibodies (listed in Supplemental Table 1) at 4°C overnight. HRP conjugated anti-mouse or anti-rabbit secondary antibodies (Millipore) were used, and peroxidase activity was detected by Immobilon Crescendo Western HRP substrate (Millipore). Western blots were imaged using ChemiDoc imaging system (Bio-Rad). Quantification of integrated intensity was performed using FIJI software.

### Statistics.

Data are presented as mean ± SEM. Unpaired 2-tailed Student’s *t* test was used to determine significance between 2 groups. One-way ANOVA followed by Tukey’s multiple comparison was used to determine significance for more than 2 groups. A *P* value of less than 0.05 was considered significant. GraphPad Prism was used for statistical analysis and graph plotting.

### Study approval.

Mice were housed in pathogen-free conditions according to the protocols approved by the IACUC at Cincinnati Children’s Hospital Research Foundation.

## Author contributions

HH analyzed data and performed functional enrichment analysis of RNA-Seq. JS analyzed RNA-Seq data and edited the manuscript. HH, FS, and CLN performed experiments. JAW interpreted data. HH and JAW designed experiments and cowrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
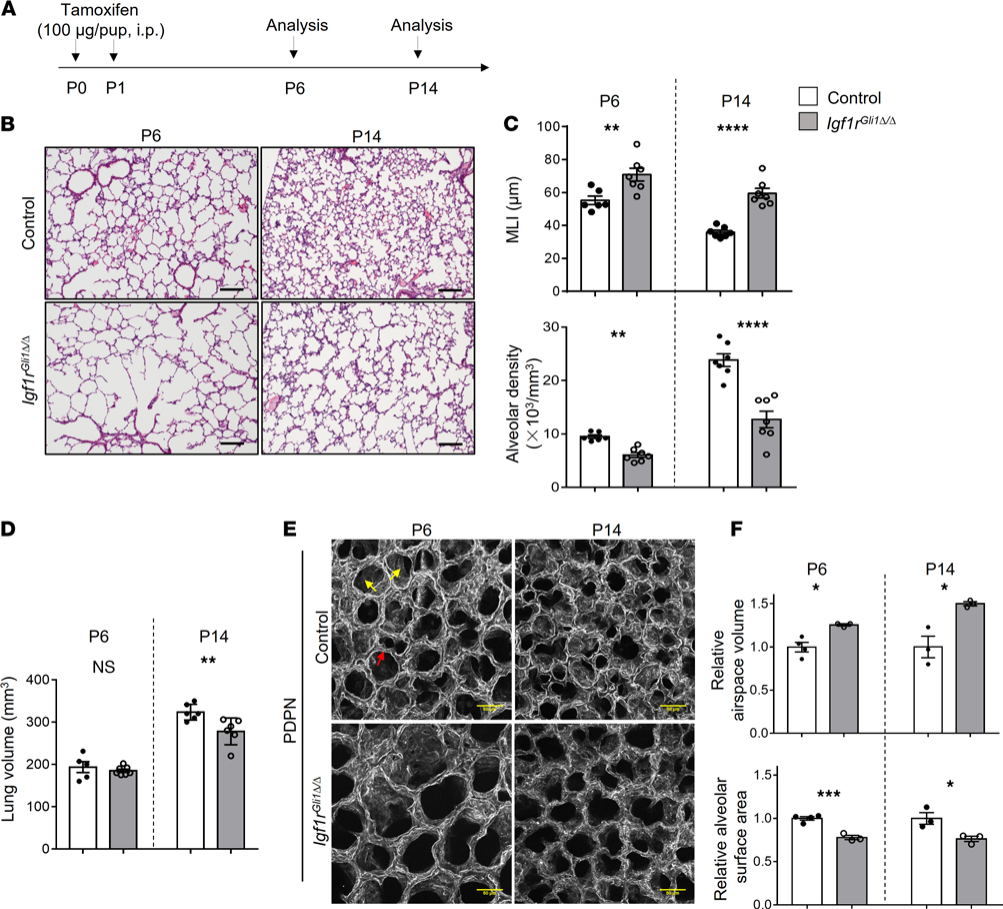
Fibroblast specific inactivation of *Igf1r* causes alveolar simplification. (**A**) Schematic showing the time points of tamoxifen administration and analysis. Tamoxifen was administrated to pups on P0 and P1 via i.p. injection. Lungs were analyzed on P6 and P14. (**B**) Representative H&E staining of control and *Igf1r*^Gli1Δ*/*Δ^ lungs collected on P6 and P14 is shown. Scale bars: 100 μm. (**C**) Mean linear intercept (MLI) and alveolar density on P6; **P < 0.01, *n =* 6 for control and *n =* 7 for *Igf1r* ^Gli1Δ*/*Δ^; and on P14; ****P < 0.0001, *n =* 7 for control or *Igf1r* deleted. (**D**) Lung volume measurement on P6 and P14, **P < 0.01, *n =* 5–7 for each group. (**E**) Reconstruction of 3D confocal images of lungs stained for podoplanin (PDPN) on P6 and P14. Scale bars: 50 μm. Yellow arrows indicate alveolar entrances; red arrow shows secondary septa. (**F**) Quantification of airspace volume and alveolar surface area was measured from surface-rendering images. Airspace volume: P6; *P < 0.05, and P14; *P < 0.05, Alveolar surface area: P6; ***P < 0.001, P14; *P < 0.05, all measurements represent *n =* 3–4 mice per genotype. A 2-tailed Student’s *t* test was used.

**Figure 2:**
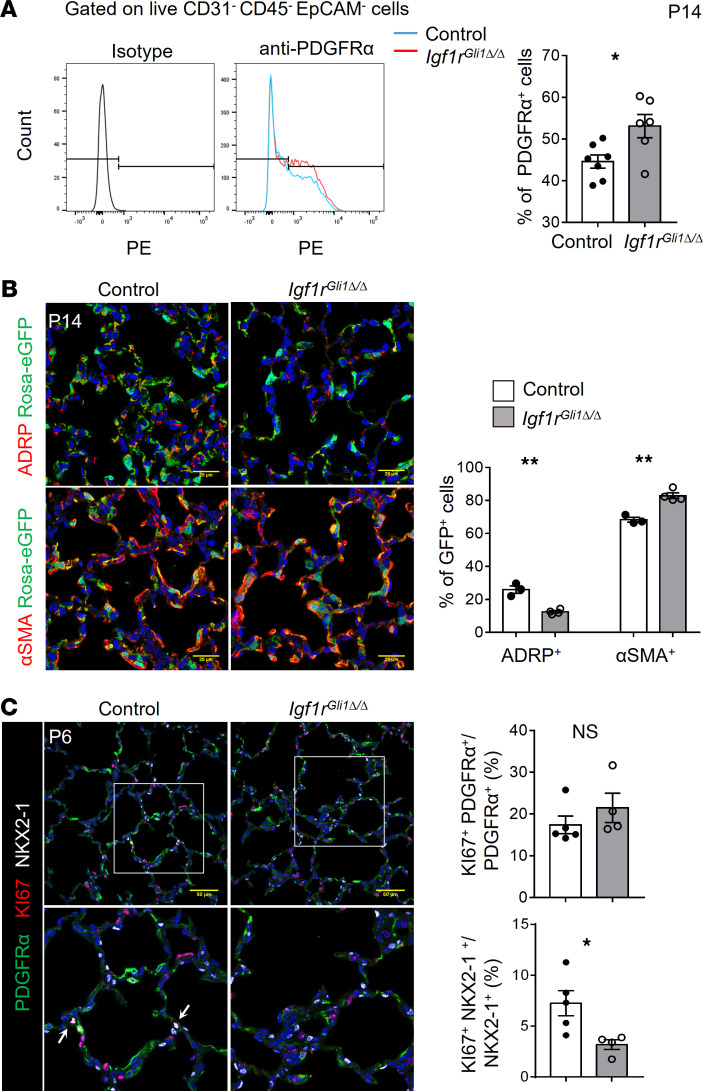
Loss of *Igf1r* does not prevent myofibroblast differentiation and proliferation. (**A**) FACS analysis for PDGFRα^+^ cells in P14 lungs is shown. Cells were stained with CD31, CD45, and EpCAM, and dead cells excluded by DAPI staining. The proportion of PDGFRα^+^ cells was counted in live CD31^–^ CD45^–^ EpCAM^–^ stromal cells. *P < 0.05, *n =* 7 for controls and *n =* 6 for mutants. (**B**) Representative images show immunofluorescence costaining of ADRP or αSMA with GFP on P14 lung sections. Scale bars: 25 μm. Quantification is shown on the right panel. **P < 0.01, *n =* 3 for control and *n =* 4 for mutants. (**C**) Immunofluorescence staining for Pdgfrα, KI67, and NKX2-1 is shown on P6 lung sections. Scale bars: 50 μm. Arrows indicate KI67^+^ NKX2-1^+^ cells. Quantification is shown on the right. For quantification of KI67^+^ PDGFRα^+^/PDGFRα^+^, *P =* 0.33; for quantification of KI67^+^ NKX2-1^+^/NKX2-1^+^, *P < 0.05. All data represent *n =* 4–5 mice of each genotype. A 2-tailed Student’s *t* test was used.

**Figure 3:**
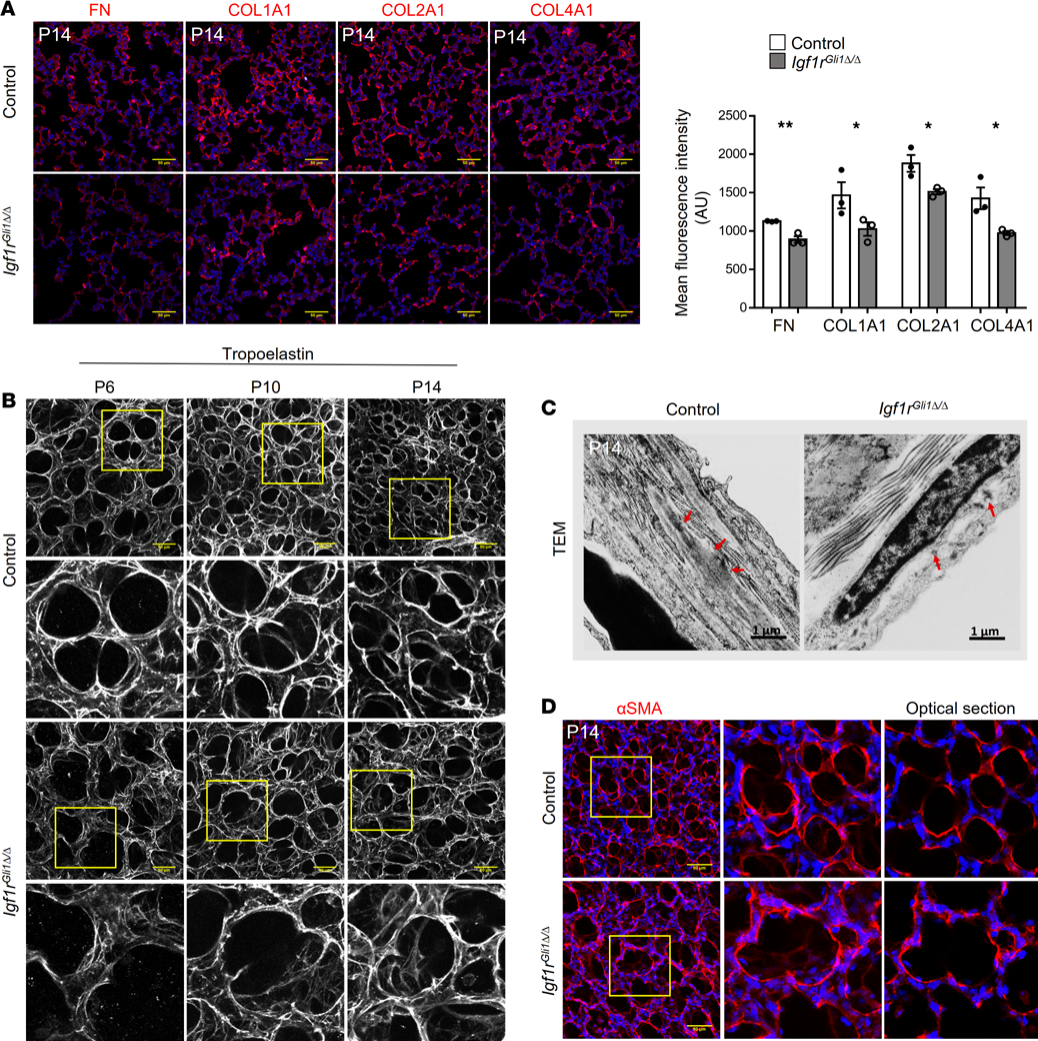
Deletion of *Igf1r* disrupts ECM remodeling, elastin organization and fibroblast morphology. (**A**) Representative images for immunofluorescence staining of fibronectin (FN), COL1A1, COL2A1, and COL4A1 in P14 lung sections. Scale bars: 50 μm. Quantification of mean fluorescence intensity is shown on right panel. *P < 0.05, **P < 0.01, *n =* 3 for each group. A 2-tailed Student’s *t* test was used for each staining. (**B**) 3D reconstruction of confocal images of lungs stained for tropoelastin show disorganized elastin fibers in *Igf1r*^Gli1Δ*/*Δ^ lungs at multiple time points. Tropoelastin staining is well organized in alveolar entrances and septal ridges in control lungs; a less condensed pattern and dispersed fibers in mesenchyme are seen in *Igf1r*^Gli1Δ*/*Δ^ lungs. Scale bars: 50 μm. (**C**) Representative transmission electron microscope (TEM) images show disorganized elastin in *Igf1r*^Gli1Δ*/*Δ^ lungs on P14. Red arrows indicate elastin fibers. (**D**) 3D reconstruction of αSMA immunofluorescence staining of P14 lungs. αSMA staining is condensed in the alveolar entrances and septal ridges in control lungs; diffuse staining is seen in the mesenchyme of *Igf1r*^Gli1Δ*/*Δ^ lungs. Scale bars: 50 μm.

**Figure 4:**
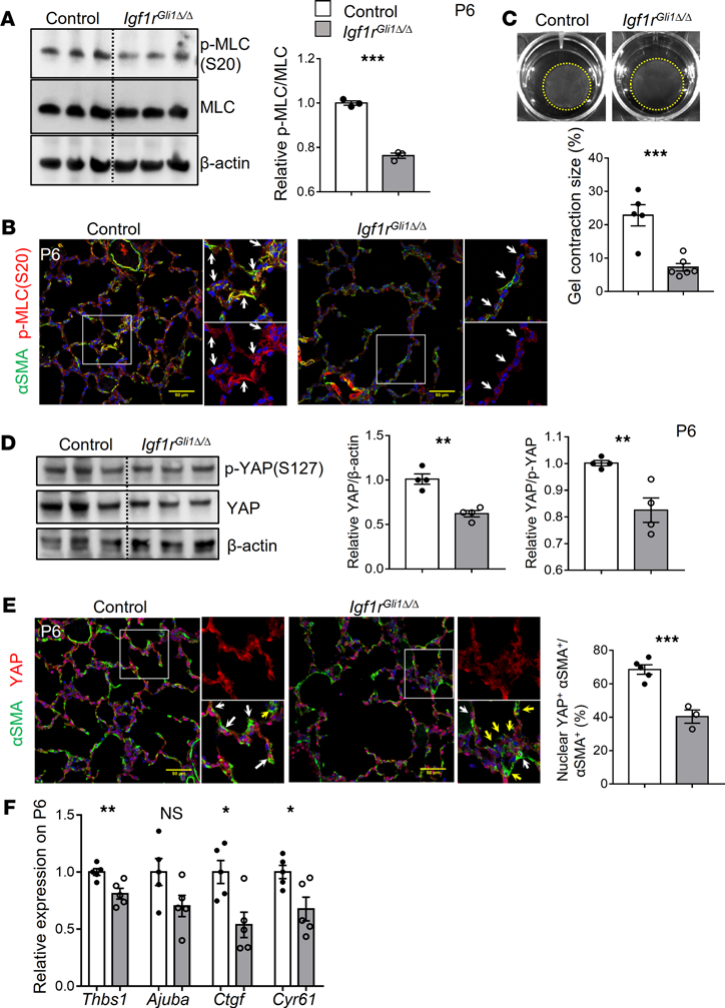
IGF1R controls MLC phosphorylation and YAP activity. (**A**) Western blot analysis of phosphorylated MLC (p-MLC) (S20) and total MLC protein from P6 lung homogenates is shown. Quantification of the mean gray value is shown on the right panel. ***P < 0.001, *n =* 3 for each genotype. (**B**) Immunofluorescence staining for αSMA and p-MLC in P6 lungs. Decreased p-MLC staining of mutant mice is shown. Arrows indicate myofibroblasts. Scale bars: 50 μm. (**C**) Representative images and quantification for the collagen contraction assay show the decreased contractile property of *Igf1r*^Gli1Δ*/*Δ^ myofibroblasts. ***P < 0.001, *n =* 5 for control and *n =* 6 for mutants are shown. (**D**) Western blot analysis of p-YAP (S127) and total YAP protein from P6 lung homogenates. Mean gray value was quantitated on the right panel. Decreased YAP expression and decreased YAP/p-YAP ratio. **P < 0.01, *n =* 4 for control and mutants. (**E**) Immunofluorescence staining for YAP and αSMA on P6 lung sections. Nuclear YAP staining was decreased in mutant mice. Quantification of nuclear YAP^+^ myofibroblasts is shown on the right panel. White arrows indicate myofibroblasts with nuclear YAP; yellow arrows indicate myofibroblasts lacking nuclear YAP. ***P < 0.001, *n =* 5 control, *n =* 3 mutant. Scale bars: 50 μm. (**F**) qPCR analysis of YAP target genes from lung homogenates from P6. **P < 0.01, *P < 0.05, *n =* 5 for each genotype. A 2-tailed Student’s *t* test was used.

**Figure 5:**
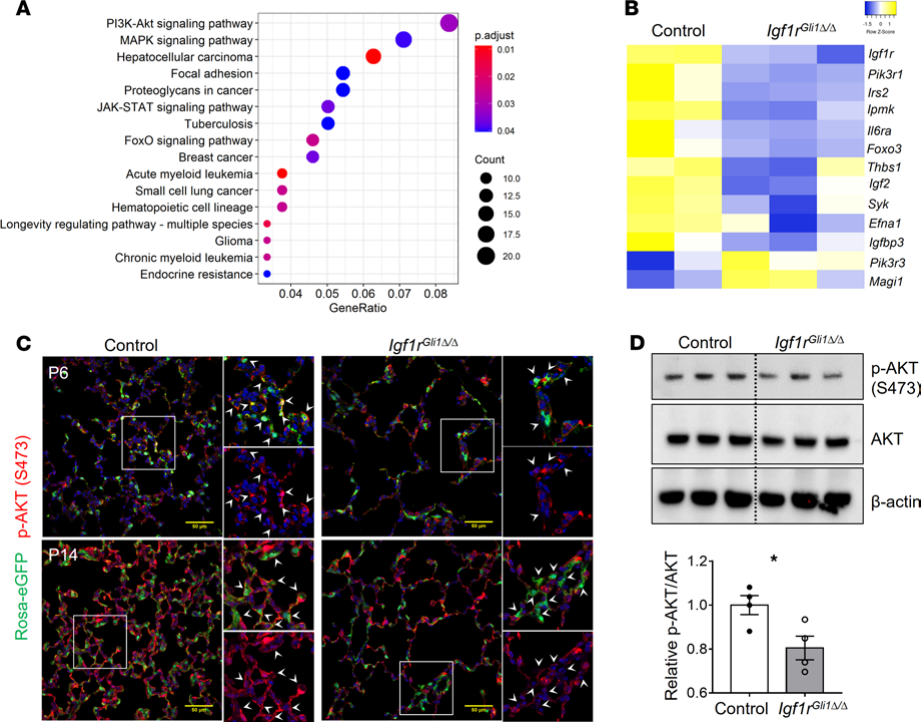
Decreased p-AKT in *Igf1r*-deficient fibroblasts. (**A**) KEGG pathway enrichment analysis identifies major pathways altered. (**B**) Heatmap for selected genes involved in the regulation of PI3K/AKT signaling which were differentially expressed. (**C**) Immunofluorescence staining for GFP and p-AKT (S473) indicates reduction of p-AKT signal in GFP^+^ cells of *Igf1r*^Gli1Δ*/*Δ^ lungs. Arrow heads point to GFP^+^ cells. Scale bars: 50 μm. (**D**) Western blot analyses of p-AKT(S473) and total AKT protein from P6 lung homogenates show decreased AKT phosphorylation in *Igf1r*^Gli1Δ*/*Δ^ lungs, quantification of the integrated density is shown on the bottom panel. *P < 0.05, *n =* 4 each. A 2-tailed Student’s *t* test was used.

**Figure 6:**
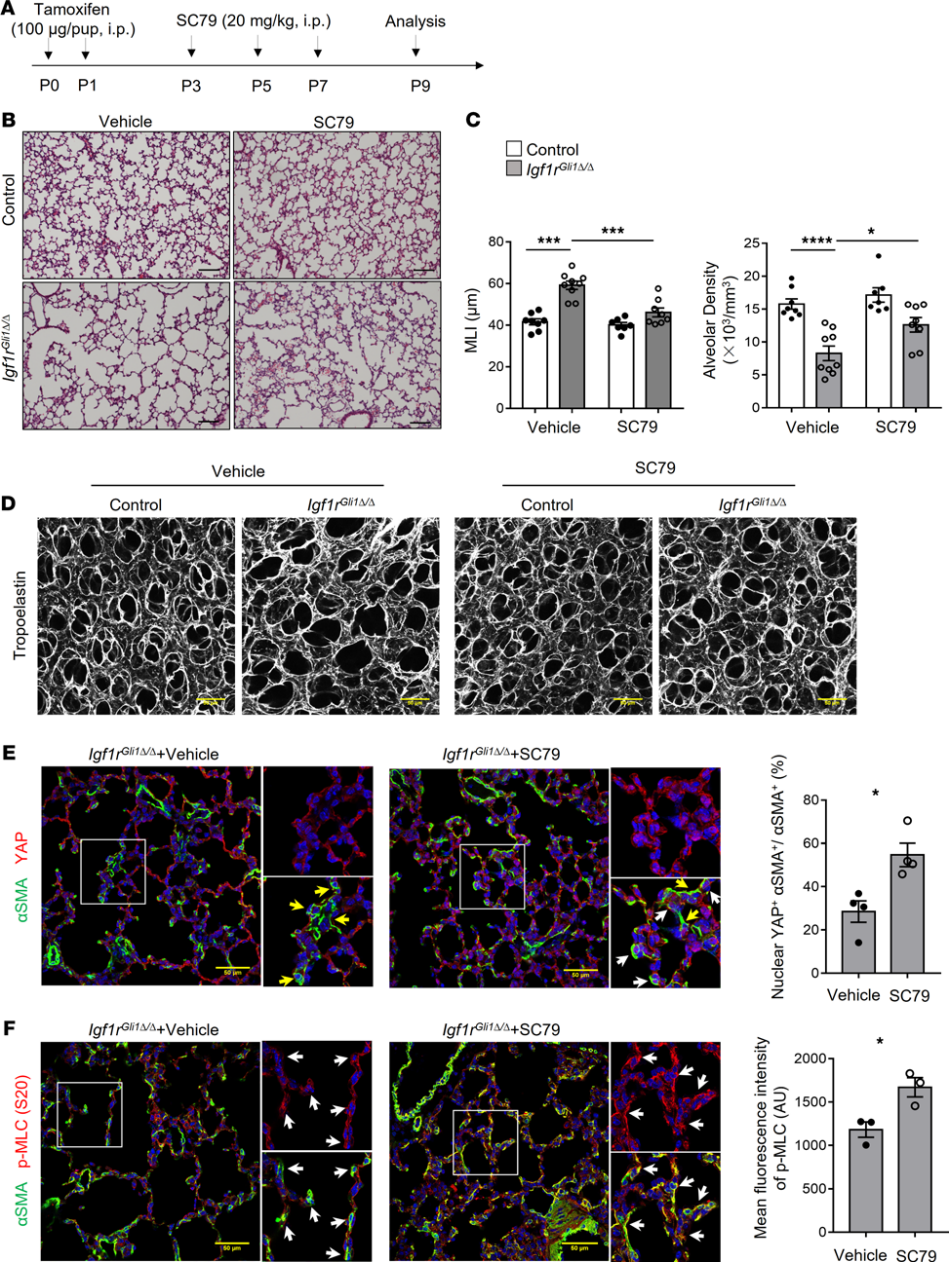
Activation of AKT partially restores alveologenesis, MLC phosphorylation, and myofibroblast YAP activity. (**A**) Schematic shows the time points of tamoxifen and SC79 treatment. Tamoxifen was administrated to pups on P0 and P1 via i.p. injection. SC79 or vehicle was administrated every other day from P3 to P7. Lungs were collected on P9. (**B**) Representative H&E staining of paraffin sections of control and *Igf1r*^Gli1Δ*/*Δ^ lungs treated with vehicle or SC79. Scale bars: 100 μm. (**C**) Mean linear intercept (MLI) and alveolar density are shown. *P < 0.05, ***P < 0.001, ****P < 0.0001, *n =* 8 for control + vehicle, 9 for *Igf1r*^Gli1Δ*/*Δ^ + vehicle, 7 for control + SC79, and 8 for *Igf1r*^Gli1Δ*/*Δ^+ SC79, determined by 1-way ANOVA followed by Tukey’s multiple comparison. (**D**) 3D reconstruction of confocal images of lungs stained for tropoelastin. SC79 partially rescued the disorganized elastin staining in the mutant mice. Scale bars: 50 μm. (**E**) Immunofluorescence staining for YAP and αSMA in vehicle or SC79-treated mutant mice. Quantification of nuclear YAP^+^ in myofibroblasts is shown on the right panel. White arrows indicate nuclear YAP^+^ myofibroblasts. Yellow arrows indicate myofibroblasts lacking nuclear YAP. *P < 0.05, *n =* 4 each. Scale bars: 50 μm. (**F**) Immunofluorescence staining for αSMA and p-MLC (S20) in *Igf1r*^Gli1Δ*/*Δ^ lungs treated with vehicle or SC79. Mean fluorescence intensity of p-MLC is shown on the right panel. Arrows indicate αSMA-stained myofibroblasts. *P < 0.05, *n =* 3 each. Scale bars: 50 μm. A 2-tailed Student’s *t* test was used for **E** and **F**.

# Supplementary material for: IGF1R controls mechanosignaling in myofibroblasts required for pulmonary alveologenesis
**Source:** JCI Insight. 2021 Mar 22;6(6):e144863. doi: 10.1172/jci.insight.144863
**Supplement:** Supplemental data

**A**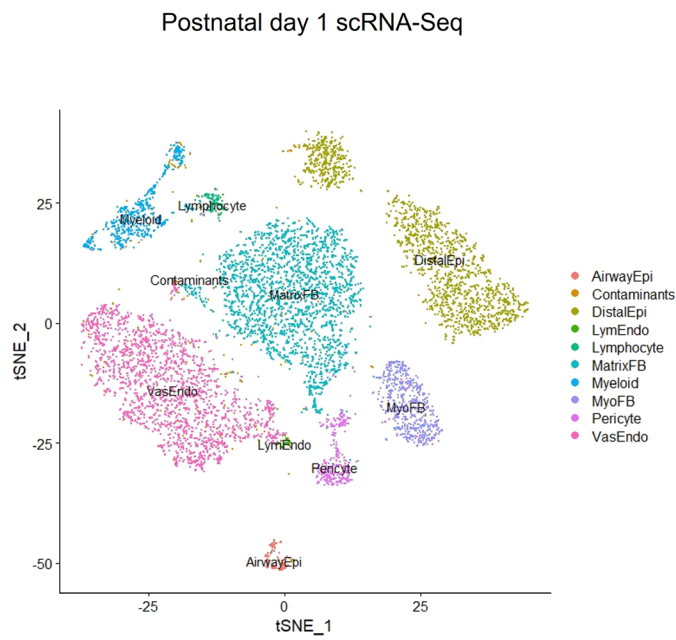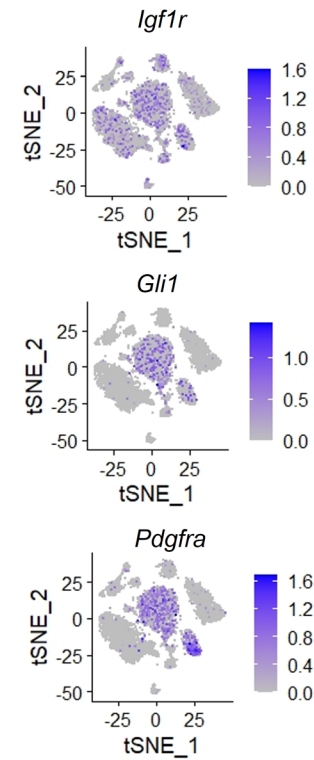**B**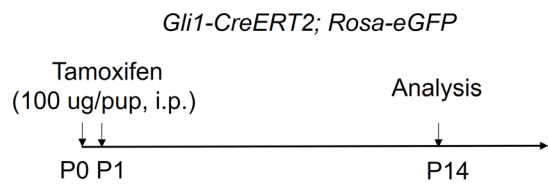**C**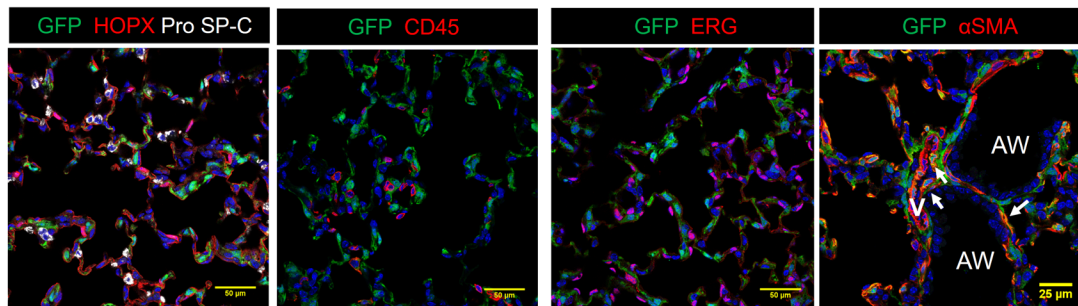**D**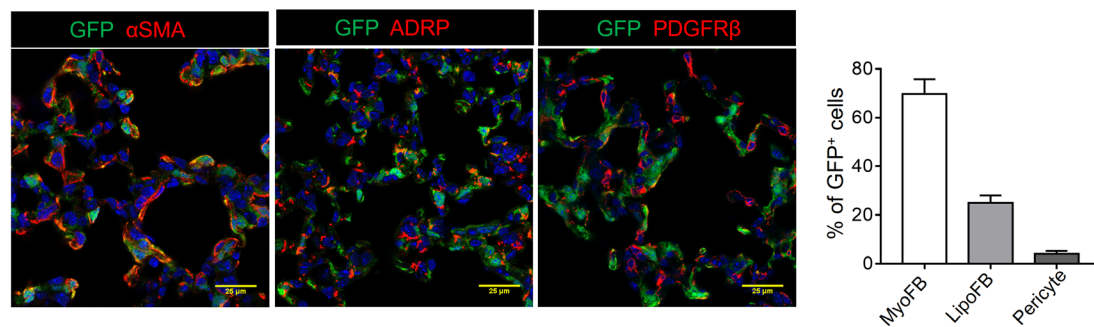

**Supplemental Figure 1. *Igflr*, *Gli1* and *Pdgfra* expression in Single cell RNA –Seq data from and postnatal *Gli1-CreERT2* activities.** (A) Expression of *Igflr*, *Gli1* and *Pdgfra* in Single cell RNA –Seq data from postnatal day (P) 1 lungs obtained from LGEA database. (B) Schematic showing the tamoxifen treatment of *Gli1-CreERT2*; *Rosa-eGFP* mice. (C) Co-staining of Rosa-eGFP reporter with markers for type 2 and type 1 alveolar epithelial cell (Pro SP-C and HOPX), hematopoietic cell (CD45), and endothelial cell (ERG). Note Rosa-eGFP reporter was found in few airway and vascular smooth muscles (arrows). (D) Co-staining of Rosa-eGFP reporter with stromal markers for myofibroblast ( $\alpha$ SMA), lipofibroblast (ADRP), and Pericytes (PDGF $\beta$ ) at P14. MyoFB, myofibroblast; LipoFB, Lipofibroblast. Counting was from 3 mice each for MyoFB or LipoFB, 2 mice for pericytes.

**A**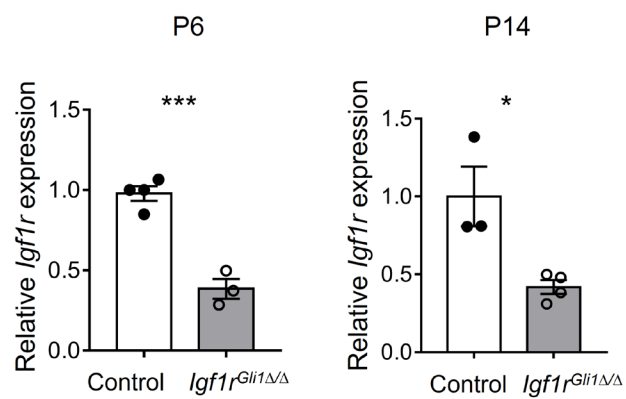**B**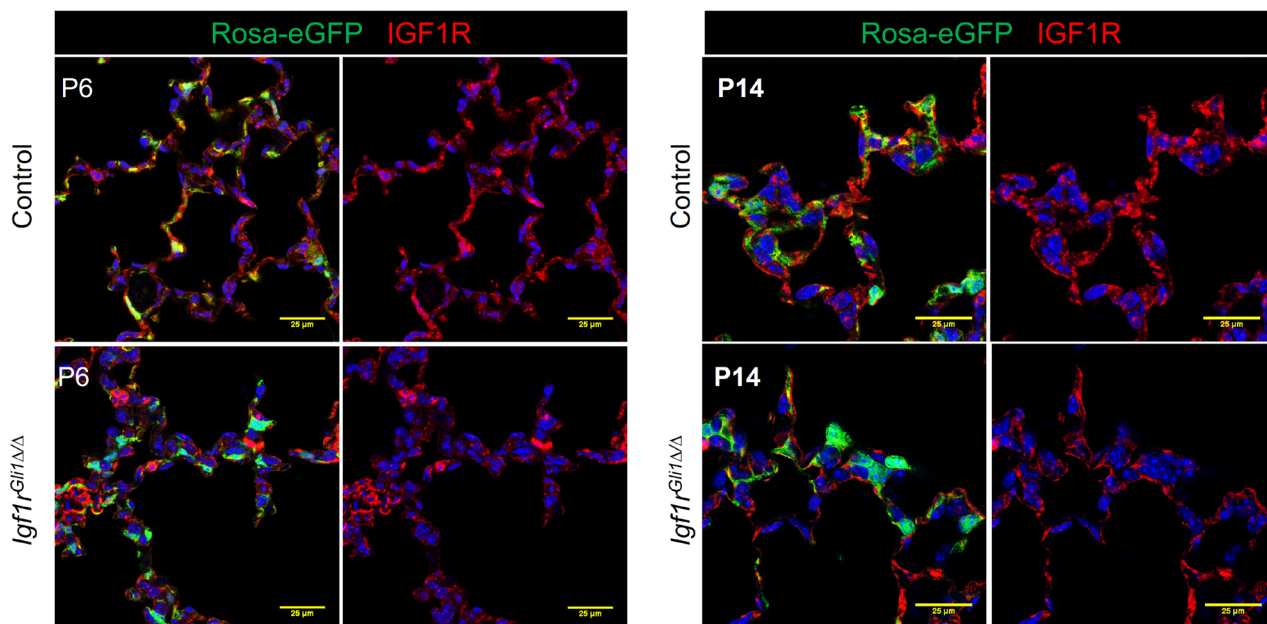**C**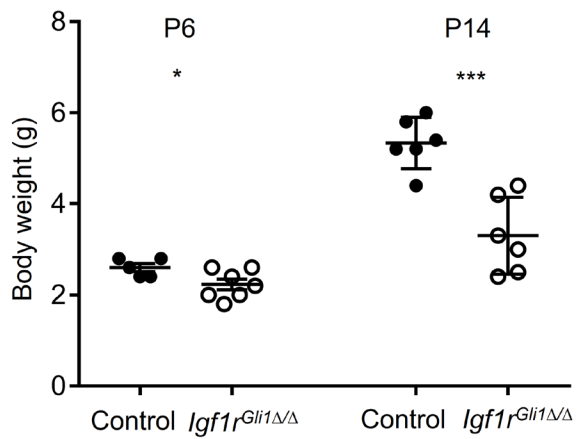

**Supplemental Figure 2 Validation of *Igf1r* deletion and mice body weight. (A)** QPCR analysis of

*Igflr* expression on P6 and P14. \* $P < 0.05$ , \*\*\* $P < 0.001$ ,  $n = 3-4$  each group (B) Co-staining of Rosa-eGFP reporter with IGF1R on P6 and P14. (C) Body weight data on P6 and P14 of control and *Igflr*<sup>Gli1 $\Delta/\Delta$</sup>  mice, \* $P < 0.05$ , \*\*\* $P < 0.001$ ,  $n = 5-7$  each group. A 2-tailed Student's t test was used for each panel.

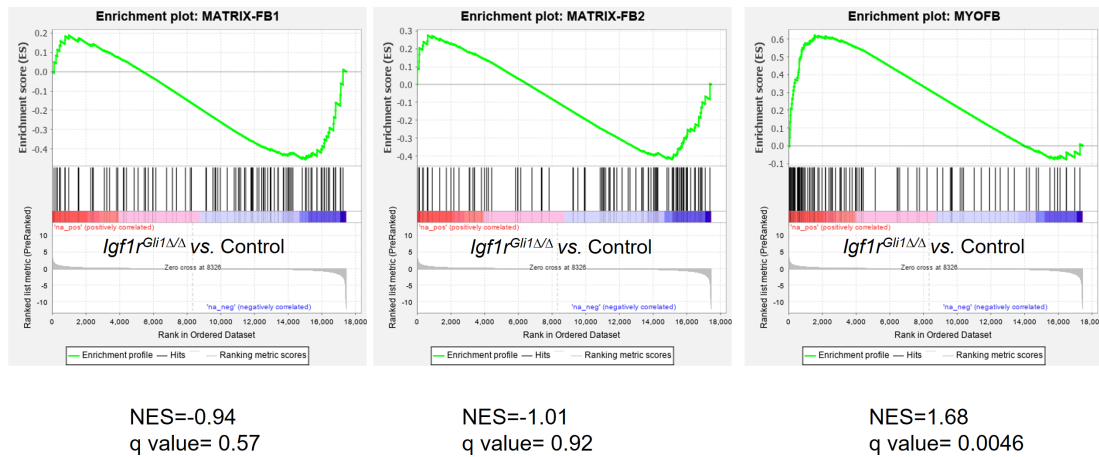

**Supplemental Figure 3 Gene Set Enrichment Analysis (GSEA) of altered genes determined by RNA-seq.** The transcriptome data from P6 Rosa-eGFP sorted cells from control and *Igf1r<sup>Gli1Δ/Δ</sup>* lungs were analyzed on custom “Matrix fibroblast (FB)-1”, “Matrix fibroblast-2” and “Myofibroblast” gene sets that consist of the top 100 genes enriched in each cell type from the P3 single cell RNA-Seq data in LGEA database (<https://research.cchmc.org/pbge/lunggens/mainportal.html>). There is a significant enrichment of myofibroblast gene set in the upregulated genes in mutant lung fibroblasts.

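GSEA ranks all genes by their difference between the genotypes and asks whether a set lies toward an end of the ranking. The normalized enrichment score (NES) is positive when the set lies among genes higher in Igf1r-deleted cells. In the present ranking, by the signed square root of edgeR's quasi-likelihood F statistic, 7997 of the 15298 tested genes had a log2 fold change above 0. Preranked fgsea on the short marker lists gave an NES of 1.82 for the myofibroblast list, −1.57 for the matrix fibroblast 1 and lipofibroblast list and −1.59 for the matrix fibroblast 2 list. These lists differ from the 100-gene sets, so their scores are not on the scale of those in the figure. Like camera's preset, permuting genes ignores how genes vary together between libraries.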

**A**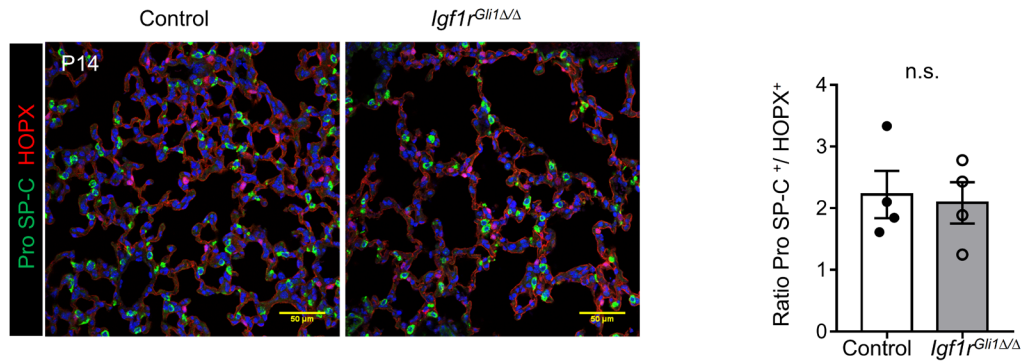**B**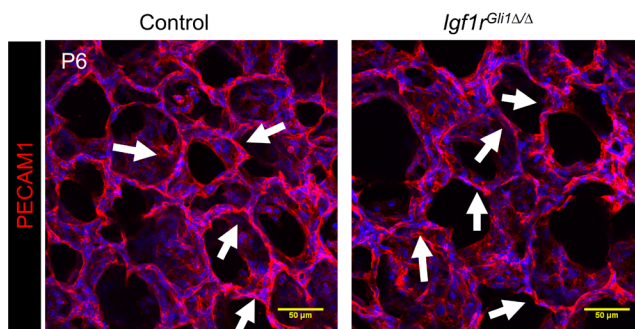

**Supplemental Figure 4 Loss of *Igf1r* does not affect alveolar epithelial differentiation but reduces the patterning of endothelial cells at the alveolar septa.** (A) P14 control and *Igf1r<sup>Gli1Δ/Δ</sup>* lungs were stained with ProSP-C and HOPX for alveolar type 2 and type 1 cells, respectively. Quantification revealed no changes in their ration between control and *Igf1r<sup>Gli1Δ/Δ</sup>* lungs. n= 4 each, a 2-tailed Student's t test was used. (B) 3D reconstruction of confocal images for Pecam1 staining at P6. PECAM1 staining was decreased at the alveolar septa (arrows) in *Igf1r<sup>Gli1Δ/Δ</sup>* lungs, indicating defective capillary patterning.

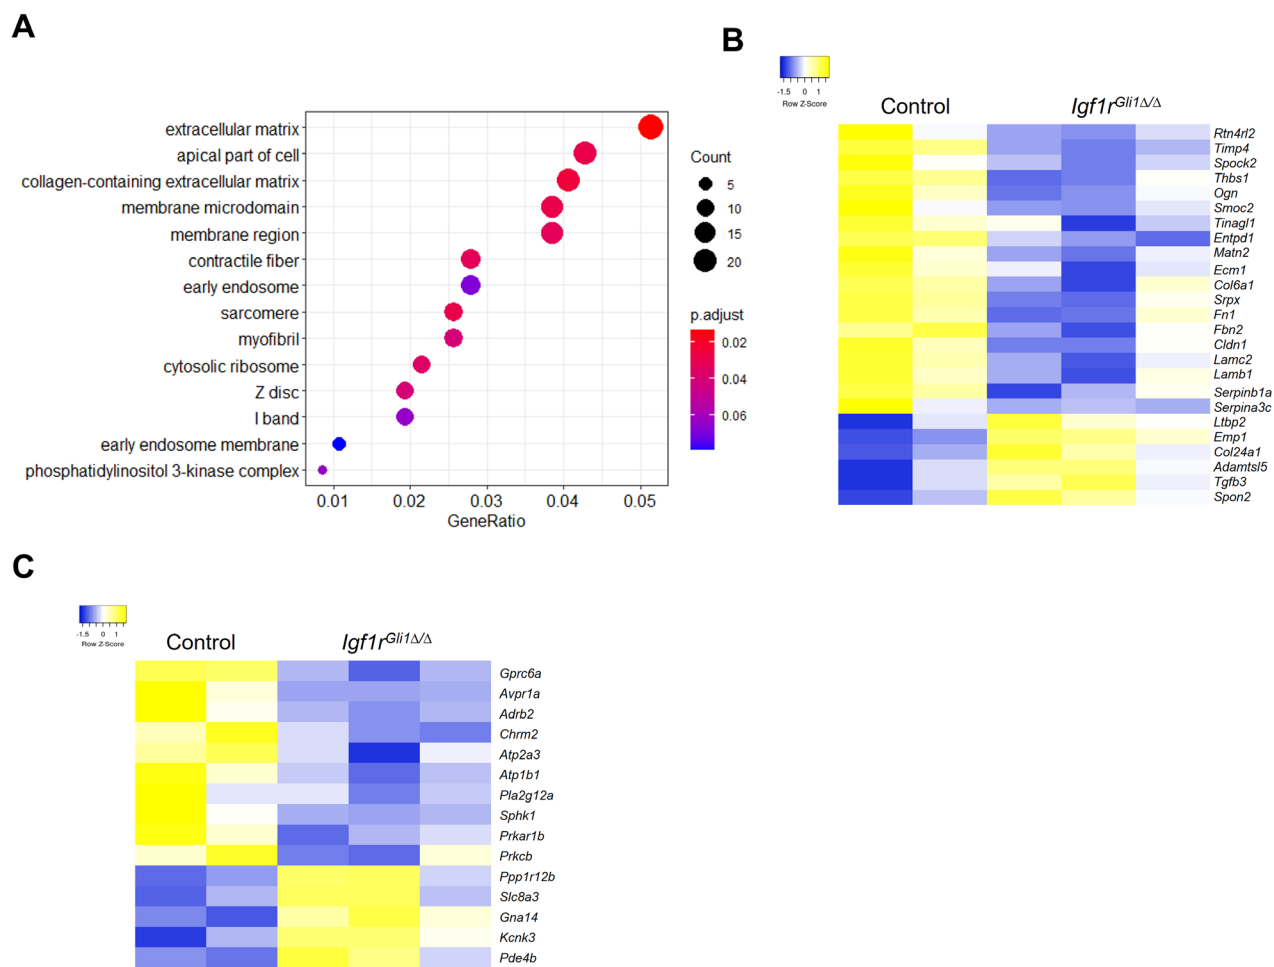

**Supplemental Figure5 Loss of *Igf1r* affects the expression of genes associated with extracellular matrix and cell contraction.** (A) Enrichment analysis for Gene Ontology Cellular Components of differentially expressed genes obtained from RNA-Seq analysis of FACS sorted *Gli1-CreERT2 Rosa26-eGFP* cells from P6 lungs. (B) Heatmap of selected extracellular matrix genes is shown. (C) Heatmap for differentially expressed genes involved in cell contraction, these include molecules in GPCR signaling, ion channel homeostasis, and phosphatases.

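The genes are named in the heatmap because the study selected them, and 7 of the 25 fell short of the criterion when computed with edgeR. For Ecm1, Col6a1, Fbn2, Lamb1, Ltbp2 and Col24a1 the absolute log2 fold change was under 0.5, and for Fn1 the unadjusted p-value was over 0.05. Several genes are expressed at low levels, such as Timp4, with 2.99 ± 0.491 CPM (SD, n = 2) in the controls and 1.19 ± 0.444 CPM (SD, n = 3) in the Igf1r-deleted libraries, or 32 counts in Igf1r-deleted replicate 3. Cldn1 had 79.2 and 53.3 CPM against 45.6, 18.9 and 23.6 CPM. Without control replicate 1 the log2 fold changes were −0.23 for Ecm1, 0.20 for Ltbp2, −0.51 for Serpina3c and 0.27 for Tgfb3. Tgfb3 rose from 222 ± 59.6 CPM (SD, n = 2) to 319 ± 49.9 CPM (SD, n = 3). Emp1 rose from 700 ± 50.8 CPM (SD, n = 2) to 1038 ± 64.6 CPM (SD, n = 3), with little spread in either genotype. Of the 31-base sequences of Serpina3c, 16.9% occur in other annotated genes, chiefly Serpina3m, so its counts are uncertain.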

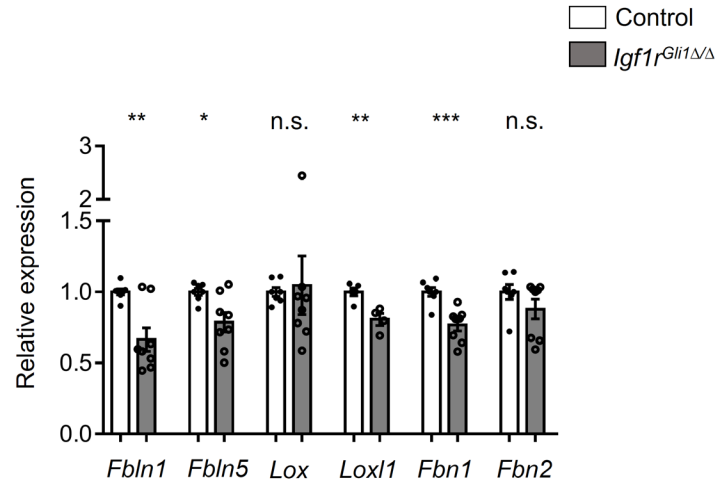

**Supplemental Figure 6 Loss of *Igf1r* affects expression of genes associated with elastin assembly.**

QPCR analysis of elastin genes in control and *Igf1r*<sup>Gli1Δ/Δ</sup> lungs on P6. n=7 for control and 8 for *Igf1r*<sup>Gli1Δ/Δ</sup>, \**P*<0.05, \*\**P*<0.01 and \*\*\**P*<0.001. A 2-tailed Student's t test was used for each assay.

**A**

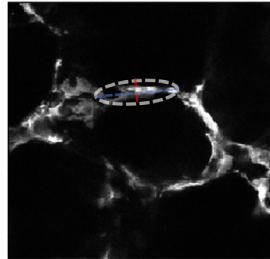

Cell shape factor= Major axis length/ Minor axis length

**B**

Rosa-eGFP

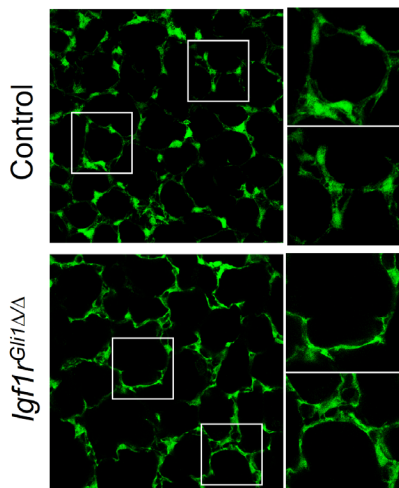

Control:  $2.089 \pm 0.039$   
 $lgf1r^{Gli1\Delta/\Delta}$ :  $2.401 \pm 0.064$

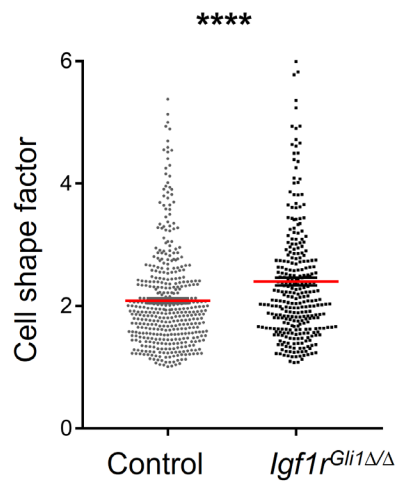

**Supplemental Figure 7 Analysis of fibroblast cell shape.** (A) Illustration of the definition of “cell shape factor”. (B) Maximum intensity projection view of 10  $\mu$ m-thick Rosa-eGFP confocal images showing the cell shape changes in P14 lungs. The cell shape factor quantification is shown on the right panel. \*\*\*\* $P < 0.0001$ , cells for quantification were from 3 controls and 3 mutants. A 2-tailed Student’s t test was used.

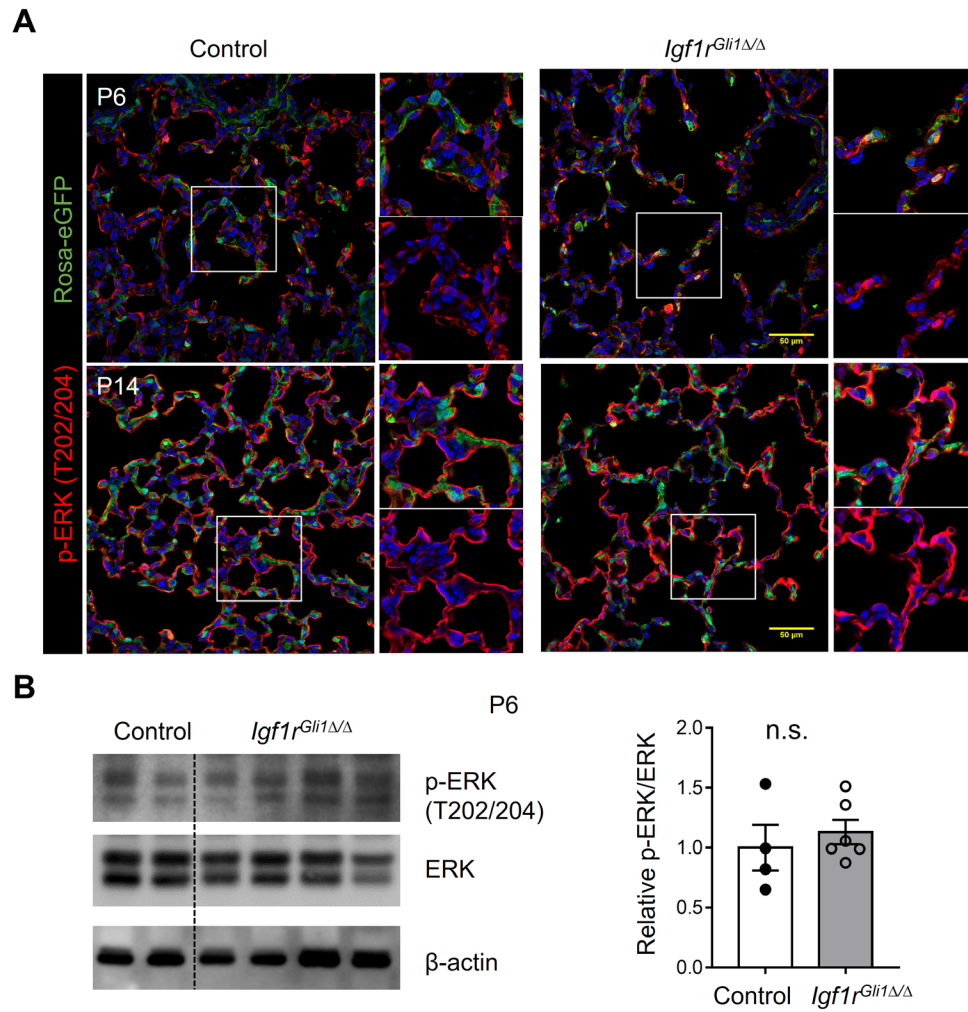

**Supplemental Figure 8 Loss of *Igf1r* does not prevent MAPK/ERK activation.** (A) Immunostaining for phosphorylated ERK and GFP in P6 and P14 lungs. (B) Western blot analyses of p-ERK and total ERK protein from P6 lung homogenates on P6, quantification was shown on right panel. n= 4 for control, 6 for mutants, a 2-tailed Student's t test was used.

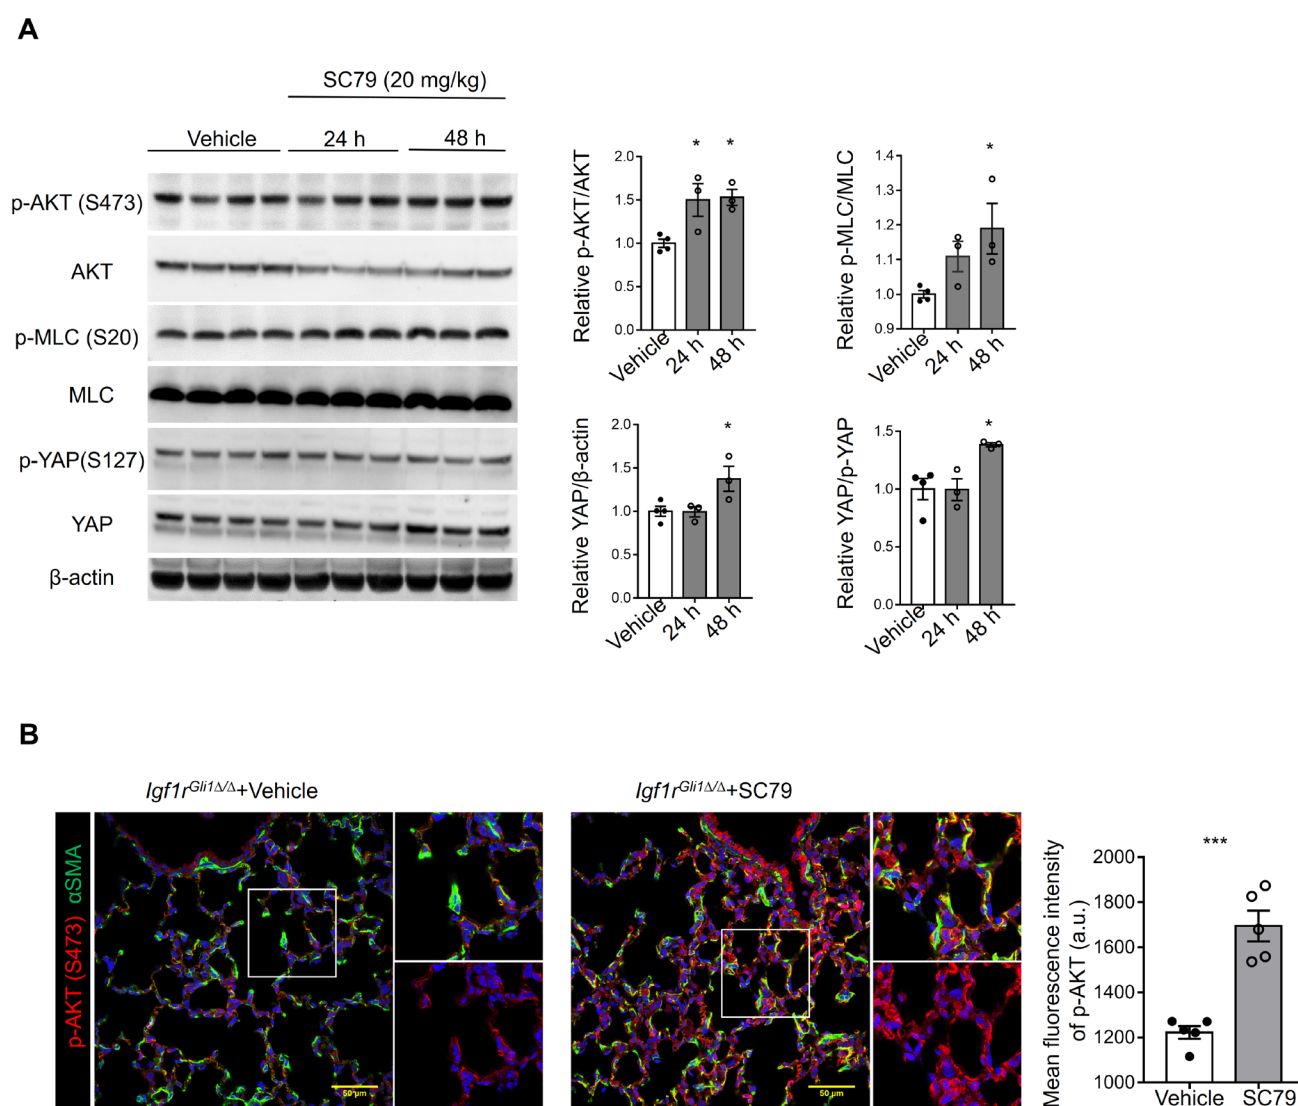

**Supplemental Figure 9 Effects of SC79 treatment on wild type and *Igf1<sup>Glil</sup> $\Delta/\Delta$*  lungs.** (A) Western blot analysis of P5 lung homogenates from wild type mice (C57BL/6) receiving a single i.p. injection of Vehicle or SC79. n=3-4 for each group, \* $P$ <0.05, determined by one way ANOVA followed by Tukey's multiple comparison. (B) *Igf1<sup>Glil</sup> $\Delta/\Delta$*  lungs treated with 3 doses of Vehicle or SC79 as described in Figure 6A were stained for p-AKT and  $\alpha$ SMA on P9. Mean fluorescence intensity is shown on the right panel, \*\* $P$ <0.01, n=3 for *Igf1<sup>Glil</sup> $\Delta/\Delta$*  treated with Vehicle or *Igf1<sup>Glil</sup> $\Delta/\Delta$*  treated with SC79, determined by 2-tailed Student's t test.

Supplemental Table 1.

List of primary antibodies used in the study

|                | Clone No. | Supplier                  | Catalog No.    | Dilution                     |
|----------------|-----------|---------------------------|----------------|------------------------------|
| Podoplanin     | 8.1.1     | Biolegend                 | 127401         | 1:500 (IF)                   |
| ADRP           | EPR3713   | Abcam                     | ab108323       | 1:200 (IF)                   |
| $\alpha$ SMA   | 1A4       | Sigma                     | A5228 or C6198 | 1:1000 (IF)                  |
| PDGFR $\alpha$ | -         | R&D systems               | AF1062         | 1:100 (IF)                   |
| PDGFR $\beta$  | 28E1      | Cell signaling technology | 3169           | 1:200 (IF)                   |
| KI67           | B56       | BD Pharmingen             | 556003         | 1:200 (IF)                   |
| NKX2-1         | -         | Sevenhills                | WRAB-1231      | 1:200 (IF)                   |
| Fibronectin    | EP5       | Santa Cruz                | sc-8422        | 1:200 (IF, TSA)              |
| COL1A1         | 3G3       | Santa Cruz                | sc-293182      | 1:200 (IF, TSA)              |
| COL2A1         | B-1       | Santa Cruz                | sc-518017      | 1:200 (IF)                   |
| COL4A1         | COL-94    | Santa Cruz                | sc-59814       | 1:200 (IF, TSA)              |
| Tropoelastin   | -         | Abcam                     | ab21600        | 1:500 (IF)                   |
| GFP            | -         | Abcam                     | ab13970        | 1:500 (IF)                   |
| p-MLC          | -         | Abcam                     | ab2480         | 1:200 (IF), 1:1000 (WB)      |
| MLC            | -         | Cell signaling technology | 3672           | 1:1000 (WB)                  |
| YAP            | -         | Cell signaling technology | 4912           | 1:200 (IF, TSA), 1:1000 (WB) |
| p-YAP          | -         | Cell signaling technology | 4911           | 1:1000 (WB)                  |
| AKT            | 11E7      | Cell signaling technology | 4685           | 1:1000 (WB)                  |
| ERK            | 137F5     | Cell signaling technology | 4695           | 1:1000 (WB)                  |
| p-AKT          | D9E       | Cell signaling technology | 4060           | 1:200 (IF, TSA), 1:1000 (WB) |
| p-ERK          | D13.14.4E | Cell signaling technology | 4370           | 1:200 (IF, TSA), 1:1000 (WB) |
| PECAM1         | D-11      | Santa Cruz                | sc-46694       | 1:200 (IF)                   |
| Pro-SP-C       | -         | Sevenhills                | WRAB-9337      | 1:200 (IF)                   |
| HOPX           | E-1       | Santa Cruz                | sc-398703      | 1:100 (IF)                   |
| IGF1R          | -         | Abcam                     | ab39675        | 1:200 (IF, TSA)              |
| ERG            | C-1       | Santa Cruz                | sc-376293      | 1:200 (IF)                   |
| CD45           | -         | R&D systems               | AF114          | 1:200 (IF)                   |
| $\beta$ -actin | C4        | Sevenhills                | LMAB-C4        | 1:5000 (WB)                  |

# Supplemental Table 2

List of Taqman primers used in the study

| Target       | Assay ID      |
|--------------|---------------|
| <i>Cyr61</i> | Mm00487498_m1 |
| <i>Gapdh</i> | Mm99999915_g1 |
| <i>Thbs1</i> | Mm00449032_g1 |
| <i>Ajuba</i> | Mm00495049_m1 |
| <i>Ctgf</i>  | Mm01192933_g1 |
| <i>Fbln1</i> | Mm00515700_m1 |
| <i>Fbln5</i> | Mm00488601_m1 |
| <i>Fbn1</i>  | Mm00514908_m1 |
| <i>Fbn2</i>  | Mm00515713_m1 |
| <i>Lox</i>   | Mm00495386_m1 |
| <i>Loxl1</i> | Mm01145738_m1 |
| <i>Igflr</i> | Mm00802831_m1 |

How the deposited data were processed for this re-analysis (not part of the article)

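RNA-Seq was analysed for 5 libraries of GFP-sorted cells from P6 lungs, 2 from control mice with 1 floxed Igf1r allele and 3 from Igf1r-deleted mice with 2 floxed alleles, all with Gli1-CreERT2 and the Rosa26-eGFP reporter. Genotype and replicate number came from the sample labels, which match the groups of the methods. The heatmap columns carry no replicate number. The third Igf1r-deleted column of Figure 5B has the lowest Igf1r and the highest Igf2 of its group, as Igf1r-deleted replicate 1 does in the counts, so the order of the columns differs from the numbers of the labels. The other experiments of the paper, such as staining, Western blots, qPCR of whole lung and gel contraction, were not analysed here.

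The authors prepared libraries with a NEBNext Ultra kit, trimmed the reads with Trim Galore, aligned them to mm10 with Bowtie2 and counted reads on genes with Bioconductor's GenomicAlignments. They deposited raw counts per gene, 1 column per library, without normalization. The values were whole numbers, and all per-library columns were used. The authors tested raw counts with DESeq, and took FPKM from Cufflinks for their criterion. The FPKM values were not used here. Alignment settings, the gene annotation and the use of strand in counting are not given in the paper's text.

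The deposited table had 23478 genes, of which 4833 had 0 counts in every library. Library totals were 35116766 to 37597857 counts, and the 10 largest genes took 7.00% to 8.91% of them. At this depth the lowest count of a heatmap gene in any library was 32, and a count of 0 allows up to 3 counts. These limits cover counting error only. The libraries of a genotype differed far beyond counting noise, so the spread between libraries sets the precision. With 2 libraries against 3, the smallest permutation p is 0.1.

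Counts were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) by its quasi-likelihood F test, two-sided, with TMM factors, filterByExpr with the groups, genotype as the only term and Benjamini-Hochberg adjustment over the 15298 genes tested. Log2 CPM used a prior count of 2. The criterion of the study was computed as an absolute log2 fold change of at least 0.5, an unadjusted p-value under 0.05 and CPM over 1 in at least 50% of the libraries of a genotype. The test was tried on simulated counts with known changes, where camera also found a raised list of 20 genes and did not call an unchanged list of the same size. Simulated genes varied independently, so this does not show how camera treats genes that vary together.

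The genes named in the text are those of Figure 5B and Supplemental Figures 5B and 5C, the genes the paper's text and qPCR panels name, and any gene with an adjusted p-value under 0.05 among the largest changes, of which there were none. This rule was fixed before the data were examined, as were the main tests, the gene lists and every alternative of the processing. Other genes are named after their values were seen. The values of 1 gene of Supplemental Figure 5C are not reported here.

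Gene lists were tested with limma's camera on the edgeR model with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the 21 lists with at least 5 tested genes. The lists, written from general knowledge, were markers of myofibroblasts, matrix fibroblast 1 cells with lipofibroblasts, matrix fibroblast 2 cells, pericytes, epithelial, endothelial, hematopoietic and mesothelial cells, and genes of the contractile apparatus, elastic fibers, collagens, laminins, ribosomal proteins, YAP targets, FOXO targets, proliferation, immediate early and dissociation response, glucocorticoid response, circadian clock, hypoxia and interferon response. An erythroid list had too few tested genes, and a list of Xist and 4 Y-linked genes was used only to read the sex of the pups. The LGEA sets, GO terms and KEGG pathways were not used here, so the enrichment analyses of the paper were not repeated.

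The alternatives were DESeq2 1.42.0 (Wald test), DESeq2's size factors, library totals or upper-quartile factors in place of TMM, a looser filter (at least 1 count in any library) and a stricter one (at least 10 counts in every library), robust empirical Bayes, limma voom, a replicate block, Xist as a covariate, leaving out each library, other forms of the criterion, and fry, an estimated correlation and fgsea 1.28.0 for the lists. DESeq2 gave no adjusted p-value for 2970 genes, which stayed out of its calls. They include the Y-linked Ddx3y, with 3946 and 3940 counts in the controls, so low counts are not the cause for all of them. Gene positions, exon lengths, overlaps and shared 31-base sequences came from GENCODE M21 on mm10.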

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

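The tests in this part were chosen after the values of Xist had been seen. The fit with Xist as a covariate was planned earlier, but the share of genes read from it was not. Xist is the RNA of the inactive X chromosome, and it stood out because the paper does not discuss it and its level in some Igf1r-deleted libraries was far above both controls. It was 170 CPM in Igf1r-deleted replicate 1 and 435 CPM in Igf1r-deleted replicate 3, against 4.09 and 0.628 CPM in control replicates 1 and 2 and 0.302 CPM in Igf1r-deleted replicate 2. The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty went the other way. Their summed counts were 5699 and 5955 in the controls and 5259 in Igf1r-deleted replicate 2, but 11 in Igf1r-deleted replicate 1 and 2 in Igf1r-deleted replicate 3. These genes fall outside the rule for named genes.

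The counts are what female pups would give in Igf1r-deleted replicates 1 and 3 and male pups in the other libraries, so the hypothesis is that both controls came from males and 2 of the 3 Igf1r-deleted libraries from females. A mixture of male and female cells in Igf1r-deleted replicate 1 could have lowered its Xist, but Ddx3y was 0.227 CPM there against 114 and 108 CPM in the controls, which argues against it. The lower Xist of that library therefore stays open. A mislabelled genotype is argued against by Igf1r, since the highest level in an Igf1r-deleted library was 194 CPM and both controls had 324 CPM. Of the sequence of Xist, 12.7% of the 31-base stretches also occur in other annotated genes, chiefly Tsix on the opposite strand, which is too little to give a difference of this size.

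If the libraries differ in sex, sex is partly confounded with genotype. It was tested as the whole cause of the differences between genotypes by fitting Xist as a covariate. Of the 892 genes that met the study's criterion, 863 (96.7%) kept their direction and an absolute log2 fold change of at least 0.5. The full criterion was met again by 689. The covariate did not remove a known effect of sex, since the log2 fold change of Ddx3y moved from −1.94 to −2.85 and that of Eif2s3y from −1.93 to −2.63. These shares therefore cannot weigh sex as the cause. The split of the 2 libraries with Xist from the rest gave 215 criterion genes, against 892 for the genotypes. This smaller number argues against sex as the whole cause. Only 30 of the 892 lie on chromosome X or Y. Sex as a part of the cause stays open, because only 1 Igf1r-deleted library has the Y-linked genes.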

How the results depend on the processing

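All the alternatives were planned, none added later. The directions of Igf1r, Ppp1r12b, all 52 heatmap genes and the 3 fibroblast lists were the same under the 10 alternatives run for every result and in the 5 fits that each left out a library. The calls were less stable.

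DESeq2's Wald test called 199 genes in place of 0 (1897 at an unadjusted p-value under 0.05 with edgeR), among them 8 PI3K/AKT, 7 ECM and 8 contraction genes of the heatmaps, and gave Igf1r a log2 fold change of −0.94 that passed the threshold. The cause was not tested. Of the fits that left out a library, calls were counted only in the 3 that left out an Igf1r-deleted library. In these 3 fits, 0 to 5 genes were called, 0 to 1 of the PI3K/AKT genes (Igf2, without Igf1r-deleted replicate 1), and 603 to 1717 genes met the study's criterion. No other change of normalization, filter or model, apart from the replicate block below, called a gene. Asking for an absolute log2 fold change of at least 1 reduced the criterion genes from 892 to 245, of which 196 were lower and 49 higher. With library totals 54.8% of the criterion genes were higher, against 37.0% with TMM, and the median over all genes moved from 0.015 to 0.088.

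The replicate block called 136 genes, among them 5 PI3K/AKT, 5 ECM and 3 contraction genes, and gave Igf1r a log2 fold change of −1.04, past the threshold. The pairing by number has no basis in the labels. Same-numbered libraries deviated together by a correlation of 0.21 for replicate 1 and 0.12 for replicate 2, with only 2 pairs, and the block leaves 1 residual degree of freedom, so it is given as a number only.

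The fibroblast lists kept their medians of 0.41, −0.11 and −0.10 under fry and under an estimated correlation, since only the test changes, but none passed, and of the 18 other lists 10 passed under camera and 0 under either of these. Limma voom left the matrix fibroblast 2 list (−0.10) short of the threshold. Across the 5 fits that each left out a library, the medians ran from 0.18 to 0.60 for myofibroblasts, lowest without control replicate 1, from −0.19 to −0.086 for matrix fibroblast 1 and lipofibroblasts, and from −0.21 to −0.021 for matrix fibroblast 2. Both matrix lists failed the threshold without Igf1r-deleted replicate 2.

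Signs reversed in genes with small changes and in the hematopoietic marker S100a9. The log2 fold change of S100a9 was −1.21 and ran from −2.30 to 0.089 across the 5 fits that each left out a library. Fbln1 was −0.012 with the Xist covariate and −0.073 without control replicate 2, and Pdgfra was 0.029 without control replicate 1. Gapdh was 0.020 with library totals, 0.017 with the replicate block and 0.014 without Igf1r-deleted replicate 3, and ran from −0.16 to 0.054 across the 5 fits that each left out a library. Yap1 was 0.058 with library totals and 0.0049 with the Xist covariate. Depth did not limit the named heatmap genes, the lowest of which had 32 counts.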

Differences from the paper's values

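The paper's text states no numerical RNA-Seq result that was computed here. The heatmaps present 52 genes as altered, and the legends of Figure 5B and Supplemental Figure 5C call theirs differentially expressed. All 52 had the direction shown. By the study's criterion computed with edgeR, 8 did not pass. These were Efna1 (log2 fold change −0.49) among the PI3K/AKT genes, and Ecm1 (−0.42), Col6a1 (−0.39), Fbn2 (−0.47), Lamb1 (−0.46), Ltbp2 (0.44), Col24a1 (0.47) and Fn1 (−0.53, with an unadjusted p-value over 0.05) among the ECM genes.

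Some of the alternatives set before the data were examined gave a pass to some of them. Efna1 passed with DESeq2's Wald test, DESeq2's size factors, limma voom and without Igf1r-deleted replicate 2. Fn1 passed with DESeq2's Wald test, the looser filter, robust empirical Bayes, limma voom and the Xist covariate. Ltbp2 and Col24a1 passed with library totals and with the Xist covariate, and Lamb1 with the Xist covariate. Without Igf1r-deleted replicate 1 all of the 8 passed except Ltbp2. Alternatives, some of these included, also took the pass from genes that had it. The Xist covariate took it from Atp2a3, Syk, Tgfb3 and Tinagl1, and DESeq2's Wald test from Igf2. The fit without Igf1r-deleted replicate 1 took it from Entpd1 and Pik3r3, and limma voom and the looser filter from Matn2. Of the 52 genes, 12 did not pass with library totals, 10 with upper-quartile factors, 9 with robust empirical Bayes, 15 with the replicate block, 16 without Igf1r-deleted replicate 2 and 19 without Igf1r-deleted replicate 3. If the p-value of the criterion was an adjusted one, DESeq2's Wald test passed 22 of the 52 genes, the replicate block 13, and the fit without Igf1r-deleted replicate 1 only Igf2.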

Other observations

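In this part, the splits by adjusted p-value, the correlations between differences within the genotypes and the tests of the immediate early and dissociation and circadian lists were set before their results were seen. For other cell types and sex the hypotheses were set before, but the values that weigh them were chosen after the results were seen, as were all other tests.

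The number of genes that met the study's criterion was compared with the other splits of the 5 libraries into 2 and 3. Of the 10 splits, 2 gave at least the 892 genes of the real one, which is included. The other was the split of Igf1r-deleted replicates 2 and 3 from the remaining libraries, with 1493 genes, 47 of them with an adjusted p-value under 0.05. Control replicate 1 with Igf1r-deleted replicate 1 against the rest gave 763, and the other 7 splits gave 106 to 215, of which the highest, at 215, set the 2 libraries with Xist against the rest. All 10 splits gave as many genes with an adjusted p-value under 0.05 as the real one, which gave 0 (and 1897 at an unadjusted p-value under 0.05). With 10 splits no share can fall below 0.1, so these counts cannot decide whether the grouping is more than chance.

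The libraries form a graded series more than a pair of clusters. The first principal component, with 47.8% of the variance, placed control replicates 1 and 2 at −45.3 and −13.9 and Igf1r-deleted replicates 1, 2 and 3 at −12.3, 28.9 and 42.6. The second, with 20.4%, placed them in the same order at 11.2, 8.56, −33.3, 26.2 and −12.7. It set the libraries with Xist apart from those with the Y-linked genes. Of the 892 criterion genes, control replicate 1 lay farther from the Igf1r-deleted libraries than control replicate 2 for 759 (85.1%), against 66.6% of all tested genes. A candidate explanation is an axis of variation between pups that runs within the genotypes as well as between them. A second test of it did not decide. Across 15298 genes, which are not independent replicates, the difference between the controls had a Spearman correlation of 0.17 with Igf1r-deleted replicate 1 minus replicate 2, 0.15 with replicate 1 minus replicate 3 and −0.019 with replicate 2 minus replicate 3. The limit of 0.2 set beforehand was not reached, but correlations of this size do not exclude the axis either, and this reading was chosen after the values were seen. The first test was also chosen after the values were seen, so the axis remains a hypothesis. The genotype itself stays open as the cause of the difference between the groups, and with 2 controls its share and that of the axis were not separated.

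With camera's preset correlation the smallest adjusted p was that of a list of glucocorticoid-induced genes, which the paper does not discuss, while preranked fgsea gave the ribosomal protein list a smaller one. All 20 were lower in Igf1r-deleted libraries, with a median log2 fold change of −1.22 (adjusted p = 1.89e-30 from limma's camera with Benjamini-Hochberg adjustment, 0.420 with limma's fry). Their mean log2 CPM was 7.47 and 6.40 in the controls and 6.02, 5.31 and 5.29 in the Igf1r-deleted libraries. The median was −0.71 without control replicate 1 and −1.65 without control replicate 2, and all 20 stayed lower in each of the 5 fits that left out a library. Zbtb16 had 231 and 80.7 CPM in the controls and 37.0, 6.14 and 5.04 CPM in the Igf1r-deleted libraries. Tsc22d3 had 649 and 222 CPM against 134, 97.1 and 100.3 CPM, and Fkbp5 had 183 and 26.9 CPM against 27.5, 14.6 and 12.9 CPM, overlapping between genotypes. These 3 genes were chosen after their values were seen. Sex stays open as a part of the cause. The median was −1.42 with Xist as a covariate, but that fit did not remove the change of the Y-linked genes. Igf1r-deleted replicate 2, which has the Y-linked genes as both controls do, had a mean log2 CPM of 5.31, below both controls. GC content and exon length are argued against, since the median was −1.20 after their trend was removed from the fold changes. Fewer blood cells stay open as a part of the cause. The 16 hematopoietic markers fell by 335 CPM in sum and the list fell by 2972 CPM, but the level of these genes in blood cells is not known from the counts. Exposure to glucocorticoid that differed between pups, through stress or handling, is a candidate explanation, since the controls, which share a genotype, differed by a median of 0.89 on the log2 scale over the list, in the same direction for all 20 genes. An effect of Igf1r deletion on the response also stays open, because both controls lay above all Igf1r-deleted libraries. The list holds Pik3r1 and Irs2, which are 2 of the 13 genes of the PI3K/AKT heatmap.

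Targets of FOXO factors would be expected to rise if AKT activity fell, because AKT keeps these factors out of the nucleus. Of 24 FOXO targets, 22 were lower (median log2 fold change −0.52, adjusted p = 2.51e-13 from limma's camera with Benjamini-Hochberg adjustment), and the median was −0.23 without control replicate 1 and −0.82 without control replicate 2. The list shares Irs2, Pdk4, Tsc22d3 and Errfi1 with the glucocorticoid list. The 20 targets outside it had a median of −0.38, with 18 lower, and −0.18 with 15 lower without control replicate 1, and −0.60 without control replicate 2. This argues against a release of FOXO factors as the main influence on these mRNAs. It says nothing of AKT phosphorylation, which the paper measured on protein. Irs2 and Foxo3 in this list were picked by the study from these libraries.

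Technical causes of the differences between genotypes were weighed with lists. All 24 genes of the immediate early and dissociation list were lower in Igf1r-deleted libraries (median −0.45, adjusted p = 1.24e-16 from limma's camera with Benjamini-Hochberg adjustment), and the median was −0.27 without control replicate 1. The mean log2 CPM of the list was 9.36 and 9.13 in the controls and 8.87, 8.43 and 8.65 in the Igf1r-deleted libraries. A difference in stress during dissociation and sorting is a candidate explanation. Weaker growth factor signaling also stays open for the immediate early genes, which respond to it. The list holds the heat-shock genes Hspa1a, Hspa1b and Dnajb1 as well, and these fell further than Egr2 and Fos. These genes were compared after their values were seen. The list does not show how much each explanation contributes. Cells of other lineages stay open as a part of the cause. The epithelial and hematopoietic lists were lower as sets (adjusted p = 0.000342 and 1.21e-08 from limma's camera) and the endothelial list was not (0.479 from the same camera test). Abundant markers such as Sftpc (530 and 543 CPM against 380, 552 and 233 CPM) and Lyz2 (379 and 266 CPM against 317, 254 and 142 CPM) overlapped between genotypes, and no value gives the share of such cells. Reads of Lyz2 are uncertain, since 32.8% of its 31-base sequences also occur in other genes, chiefly Lyz1. The circadian list gave no answer on the time of harvest (adjusted p = 0.107 from limma's camera with Benjamini-Hochberg adjustment), with 9 of 15 genes lower and a median of −0.042 that was 0.033 with library totals and −0.21 without Igf1r-deleted replicate 3.

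Of the remaining lists, 21 of 21 proliferation genes were higher (median 0.33, adjusted p = 2.56e-05 from limma's camera with Benjamini-Hochberg adjustment), with a mean log2 CPM of 3.70 and 3.63 in the controls and 4.20, 4.16 and 3.63 in the Igf1r-deleted libraries, so Igf1r-deleted replicate 3 was level with the controls. The median was 0.20 without Igf1r-deleted replicate 2. The paper reports unaltered proliferation of myofibroblasts from staining, which is another measurement. All 16 hematopoietic markers were lower (median −0.83, adjusted p = 1.21e-08 from the same camera test), with −0.43 without control replicate 1 and −1.36 without Igf1r-deleted replicate 1. Of 19 epithelial markers 16 were lower (median −0.35, adjusted p = 0.000342 from the same camera test), ranging from −0.59 without Igf1r-deleted replicate 2 to −0.20 without Igf1r-deleted replicate 3. The other lists did not pass with limma's camera test with Benjamini-Hochberg adjustment. The mesothelial list had 5 of 6 genes lower (median −0.28, adjusted p = 0.0793 from camera), with −0.44 without Igf1r-deleted replicate 3 and −0.18 without Igf1r-deleted replicate 2. The interferon list had 9 of 11 lower (median −0.36, adjusted p = 0.0844 from camera), with −0.72 without Igf1r-deleted replicate 1 and −0.057 without Igf1r-deleted replicate 3. The endothelial list had 11 of 18 lower (median −0.11, adjusted p = 0.479 from camera), with 0.20 without Igf1r-deleted replicate 3 and −0.39 without Igf1r-deleted replicate 2. The pericyte list had 7 of 14 lower (median −0.0042, adjusted p = 0.516 from camera). Its median was 0.074 with library totals and 0.0076 with upper-quartile factors, and ran from −0.22 without Igf1r-deleted replicate 2 to 0.17 without control replicate 2. The hypoxia list had 8 of 17 lower (median 0.0029, adjusted p = 0.516 from camera). Its median was −0.0071 with DESeq2's size factors, and ran from −0.11 without control replicate 2 to 0.056 without Igf1r-deleted replicate 3. The YAP target list had 10 of 24 lower (median 0.10, adjusted p = 0.516 from camera), with 0.040 without control replicate 1.

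The paper measured elastin-related and YAP target genes by qPCR in whole lung. In the GFP-sorted cells, which are another material, Lox had a log2 fold change of −0.63 and Fbn1 of −0.35, while Fbln1 (0.091), Fbln5 (0.24) and Loxl1 (0.15) lay above 0, and Fbn2 was at −0.47. The genotypes were apart in Lox, Loxl1 and Fbn2, and Lox met the study's criterion. Fbn1 overlaps Gm9913 over 20.1% of its exon length. Of the YAP targets Thbs1 was at −0.91 with the genotypes apart, while Ctgf was at −0.099, Cyr61 at −0.22 and Ajuba at 0.35 with overlapping genotypes. Ctgf overlaps Gm15270 over 23.2% of its exon length. Yap1 was at −0.016, Gli1 at 0.36, Igf1 at 0.25, Plin2 at −0.41, Pdgfrb at 0.17 and Mki67 at 0.59. The genotypes were apart in Gli1, Igf1 and Mki67 and overlapped in Yap1, Plin2 and Pdgfrb, and Mki67 met the study's criterion. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p-values of these genes were between 0.354 and 0.952. Several of these values rest on 1 library. Without control replicate 1, Lox was −0.33, Fbln5 0.010, Loxl1 0.057, Cyr61 −0.12, Ajuba 0.070, Plin2 −0.18 and Pdgfrb 0.085. Without control replicate 2, Fbln1 was −0.073 and Ctgf −0.018. Without Igf1r-deleted replicate 1, Fbn1 was −0.53 and Yap1 −0.0022. Gli1 was 0.20 without Igf1r-deleted replicate 3, and Mki67 0.39 without Igf1r-deleted replicate 2. Gapdh, the reference gene of the qPCR, had 10.3 and 8.84 CPM in the controls and 10.4, 8.95 and 8.32 CPM in the Igf1r-deleted libraries, and 28.1% of its 31-base sequences occur in other annotated genes. These 299 to 366 counts per library are few for a widely expressed gene, and reads missing from the counts were not examined. The values therefore neither give its true level nor test it as a reference.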
